# FGF1-FGFR2 axis regulated by nuclear receptor RORγ represents an effective strategy in intrahepatic cholangiocarcinoma

**DOI:** 10.1038/s41420-025-02844-8

**Published:** 2025-12-22

**Authors:** Zhanfeng Gu, Xiaojuan Wang, Hong Wang, Junhua Wang, Zhaorong Huang, Dongyue Pan, Zhenhua Zhang, Yechun Zeng, Guodi Cai, Huizi Sun, Jun Zheng, Yichu Nie, Qingwen Zhang, Haolong Li, Franky Leung Chan, Junjian Wang, Jianwei Zheng, Yingfang Fan

**Keywords:** Bile duct cancer, Oncogenes

## Abstract

Intrahepatic cholangiocarcinoma (iCCA) is a highly aggressive malignancy with limited therapeutic options. Although targeted therapies like pemigatinib provide partial clinical benefits, acquired resistance remains a significant challenge. Through integrative bioinformatics analysis of public datasets and immunohistochemical validation, we identified the retinoid-related orphan receptor gamma (RORγ) as markedly upregulated in iCCA. Genetic silencing and pharmacological inhibition of RORγ (GSK805/XY101) suppressed proliferation, induced apoptosis in vitro, and significantly reduced xenograft tumor growth in vivo. Mechanistically, RORγ promoted fibroblast growth factor receptor 2 (FGFR2) signaling via two complementary mechanisms: direct transcriptional activation of FGFR2 and induction of fibroblast growth factor 1 (FGF1) expression and secretion, which in turn activated FGFR2. Inhibition of RORγ markedly decreased FGF1 levels in conditioned media, whereas exogenous FGF1 restored tumor growth. Notably, RORγ antagonists synergized with pemigatinib to overcome resistance in pemigatinib-refractory models. Collectively, these findings identify the RORγ-FGF1-FGFR2 axis as a critical oncogenic driver in iCCA and highlight RORγ inhibition as a promising therapeutic strategy to suppress tumor progression and enhance sensitivity to FGFR inhibitors.

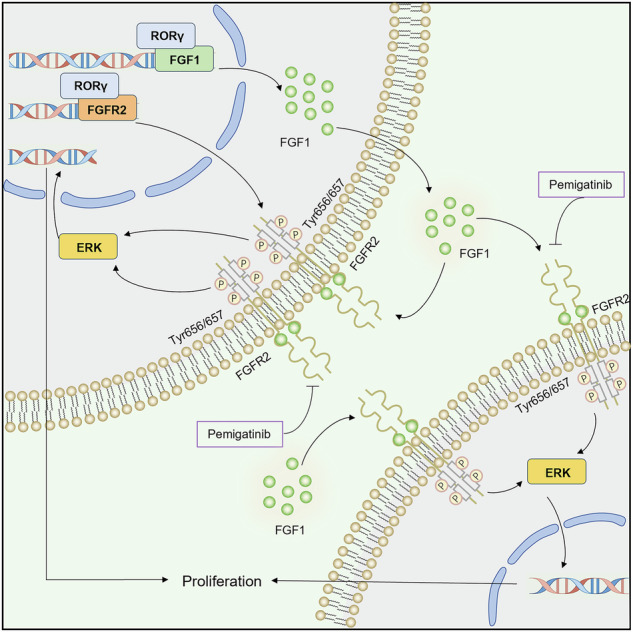

## Introduction

Cholangiocarcinoma (CCA) is a heterogeneous malignancy of the biliary tract, most frequently diagnosed at advanced stages and associated with poor prognosis [1, 2]. Among its subtypes, intrahepatic cholangiocarcinoma (iCCA) represents the second most common primary liver cancer and exhibits a uniquely rising global incidence compared with perihilar (pCCA) and distal (dCCA) subtypes [3–5]. Surgical resection remains the only potentially curative option, yet only a minority of patients are eligible, and recurrence rates remain high even after surgery [6]. iCCA is generally refractory to chemotherapy and radiotherapy, and the benefit of immunotherapy remains uncertain [7–9]. The approval of pemigatinib for FGFR2 fusion-positive iCCA marked an important step in precision oncology; however, its clinical impact is constrained by rapid development of acquired resistance and off-target toxicity [10]. These challenges underscore the insufficient understanding of iCCA progression and pemigatinib resistance [11, 12]. Defining the molecular pathways driving malignancy and drug resistance is therefore essential to identify new therapeutic targets, improve treatment efficacy, and ultimately overcome resistance in iCCA.

Nuclear receptors (NRs) are a large family of transcription factors that regulate diverse physiological processes, including cell growth, differentiation, metabolism, embryonic development, and organ function [13, 14]. Retinoid-related orphan receptor gamma (RORγ), encoded by *RORC*, together with retinoid-related orphan receptor A (RORα) and retinoid-related orphan receptor B (RORβ), forms a distinct subfamily of nuclear receptors [15, 16]. RORs exert their function by binding to specific genomic sites and regulating the transcription of genes involved in cell survival, apoptosis, metabolism, and immune regulation [17–19]. The RORγ gene encodes two isoforms: the thymus-specific RORγt and the ubiquitously expressed RORγ [20]. RORγt is indispensable for the differentiation of IL-17-producing T cells, which mediate both protective and pathogenic immune responses [21, 22]. Accordingly, targeting RORγt has emerged as a promising therapeutic approach for autoimmune diseases. Beyond immune regulation, accumulating evidence, including our own, has demonstrated that RORγ expression is elevated in multiple aggressive cancers, such as castration-resistant prostate cancer, hepatocellular carcinoma, osteosarcoma, pancreatic cancer, and triple-negative breast cancer, where it functions as an oncogenic driver [23–27]. Despite these advances, the role of RORγ in iCCA remains largely undefined and requires further investigation.

Fibroblast growth factor receptors (FGFRs) are transmembrane receptor tyrosine kinases (RTKs) that regulate key cellular processes, including proliferation, survival, and differentiation [28–30]. Their ligands, fibroblast growth factors (FGFs), bind to FGFRs and induce receptor dimerization, autophosphorylation, and subsequent activation of downstream signaling pathways [31, 32]. Dysregulated FGFR signaling has been strongly implicated in tumorigenesis, driving uncontrolled cell proliferation, migration, and metastasis [33]. Increasing evidence indicates that targeting the FGF-FGFR axis represents a promising therapeutic strategy.

Genetic and epigenetic modifications of FGFR2 result in its overexpression, fusion proteins, and enhanced ligand-binding affinity in tumor cells [29, 34]. FGFR2 fusions or rearrangements are particularly enriched in iCCA, accounting for 14% of cases [35]. In 2020, pemigatinib became the first FDA-approved targeted therapy for CCA patients with FGFR2 fusions or rearrangements [36, 37]. Despite initial efficacy, most patients rapidly develop acquired resistance, and the mechanisms driving resistance remain poorly understood [38, 39]. Furthermore, limited insights into the spatial and temporal regulation of FGFR2 activation in iCCA continue to hinder mechanistic understanding and the development of next-generation FGFR2-targeted therapies. Therefore, a more thorough understanding of the genomic and transcriptomic landscape of FGFR2 may facilitate the advancement of FGFR-targeted therapeutic strategies.

Here, our results identify RORγ as a novel therapeutic target and potential oncogenic driver in iCCA. Our study demonstrates that RORγ overexpression confers resistance to pemigatinib by upregulating FGF1 and FGFR2. iCCA cells secrete FGF1, which activates FGFR2 signaling to sustain tumor growth. Pharmacological inhibition of RORγ markedly suppresses the FGF1-FGFR2 signaling axis and reduces tumor growth and progression both in vitro and in vivo. Together, these findings establish that RORγ represents a promising therapeutic target for iCCA.

## Results

### RORγ is highly expressed in iCCA

Nuclear receptors are known to play pivotal roles in the development of various cancers and are potential therapeutic targets. To investigate the function of RORγ in iCCA, we first examined genomic alterations of the ROR family using the cBioPortal platform. Our analysis revealed that *RORC* amplification and elevated mRNA levels were detected in 20% of cholangiocarcinoma cases, compared to other members of the ROR family, including *RORA* and *RORB* (Fig. 1A). To further explore the role of RORγ in iCCA, we conducted a transcriptome analysis utilizing published single-cell data (GSE138709). Cells were initially clustered based on their distinct genomic signatures, and *RORC* expression was analyzed. Our results indicated that single cells could be categorized into six subclusters (Fig. 1B, C), with tumor samples analysis revealing that *RORC* was predominantly expressed in epithelial cells (Fig. 1D, E). Furthermore, immunohistochemistry (IHC) was performed to evaluate RORγ expression in non-tumor gallbladder tissues and iCCA tissues. IHC analysis revealed significant upregulation of RORγ in iCCA tissues compared to non-tumor tissues (Fig. 1F, G). Taken together, these findings suggest that RORγ is overexpressed in iCCA and may play a critical role in tumor progression.

**Fig. 1:**
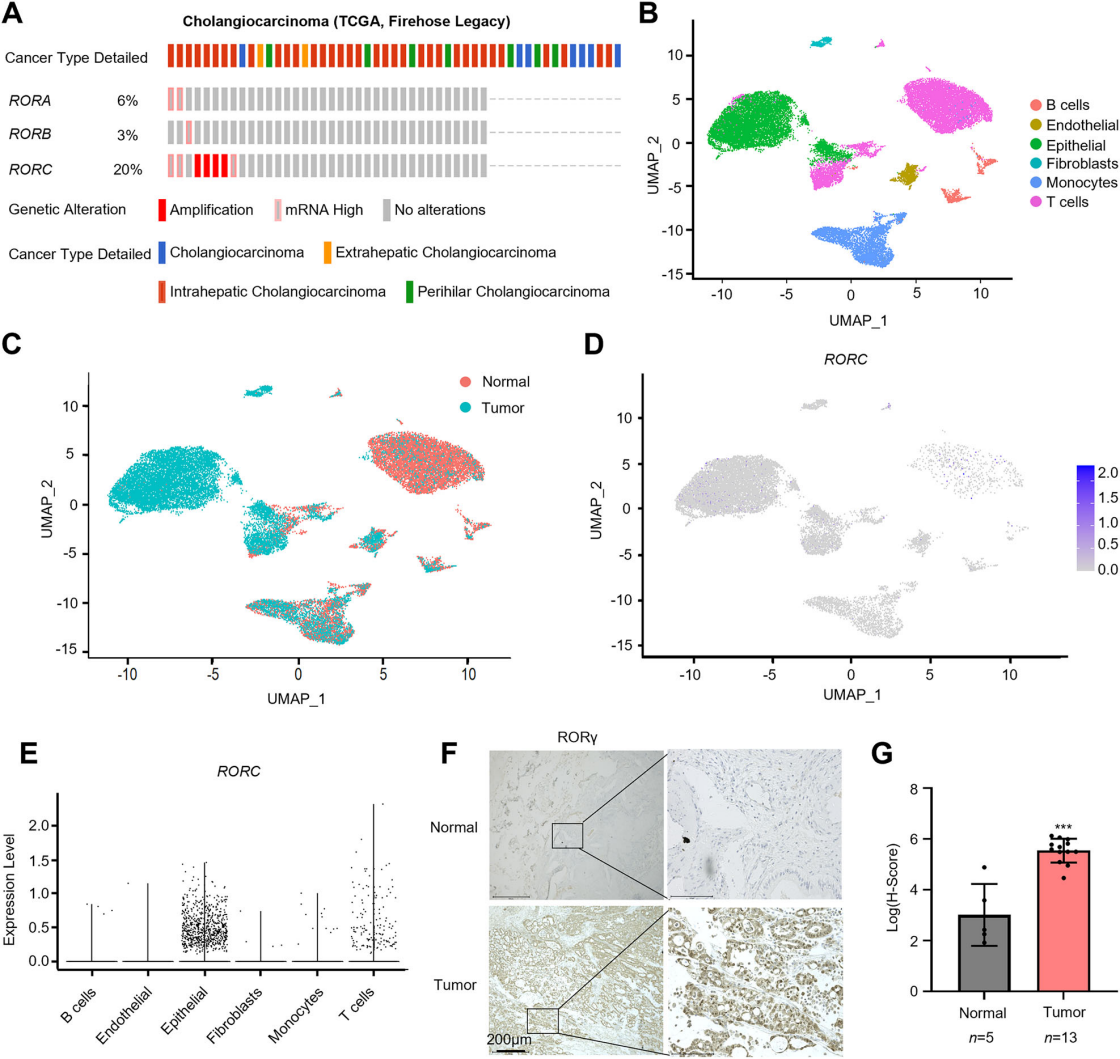
RORγ is highly expressed in iCCA. **A** Oncoprint display from cBioPortal of ROR family genes alterations in CCA tumors, with 51 queried patients/samples. **B**, **C** Single-cell sequencing analysis of iCCA patients (GSE138709) was conducted. Cells were grouped into distinct clusters based on their genomic profiles. Additionally, the cells were categorized by their origin, highlighting normal (N) and tumor (T) samples. **D**, **E** The mRNA levels of *RORC* across various cell types in tumor samples are presented. The plot illustrates *RORC* expression levels across different cell types, with notably higher expression observed in epithelial cells. **F**, **G** Representative images and analysis of IHC staining for RORγ expression in iCCA tumors (*n* = 13) and normal tissues (*n* = 5). Scale bars, 200 μm. Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

### RORγ inhibition suppresses iCCA survival both in vitro and in vivo

To further elucidate the role of RORγ in iCCA, we performed a series of functional studies. Knockdown of RORγ using two independent siRNAs significantly inhibited iCCA cells survival (Fig. 2A, B). RORγ knockdown also induced apoptosis, as evidenced by the activation of caspase-3 and caspase-7 along with an increased level of apoptosis-related protein markers, such as cleaved PARP-1 and cleaved caspase-7 (Fig. 2C, D). We next investigated the effects of pharmacological inhibition of RORγ using RORγ antagonists, GSK805 and XY101. Both compounds effectively inhibited cell growth at low micromolar concentrations, as assessed by cell viability and colony formation assays (Fig. 2E, F). Similar to the effects observed with *RORC* siRNA knockdown, pharmacological inhibition of RORγ suppressed cell proliferation, reduced colony formation, and promoted apoptosis in iCCA cells (Fig. 2G–I). To assess the impact of RORγ antagonists on tumor growth in vivo, we generated xenograft tumors in nude mice by implanting HUCCT-1 cells. Tumor-bearing mice were treated intraperitoneally with either vehicle or RORγ antagonists (5 mg/kg, five times a week; *n* = 8). The results showed that RORγ antagonists effectively suppressed tumor growth compared to the vehicle group. Importantly, antagonist treatment did not cause weight loss or histopathological changes in major organs (Fig. 3A–E and Supplementary Fig. S1A). IHC analysis of tumor sections revealed that RORγ antagonist treatment decreased Ki-67 staining and RORγ expression (Fig. 3F). Together, these results indicate that RORγ plays a crucial role in the growth and survival of iCCA, both in vivo and in vitro.

**Fig. 2:**
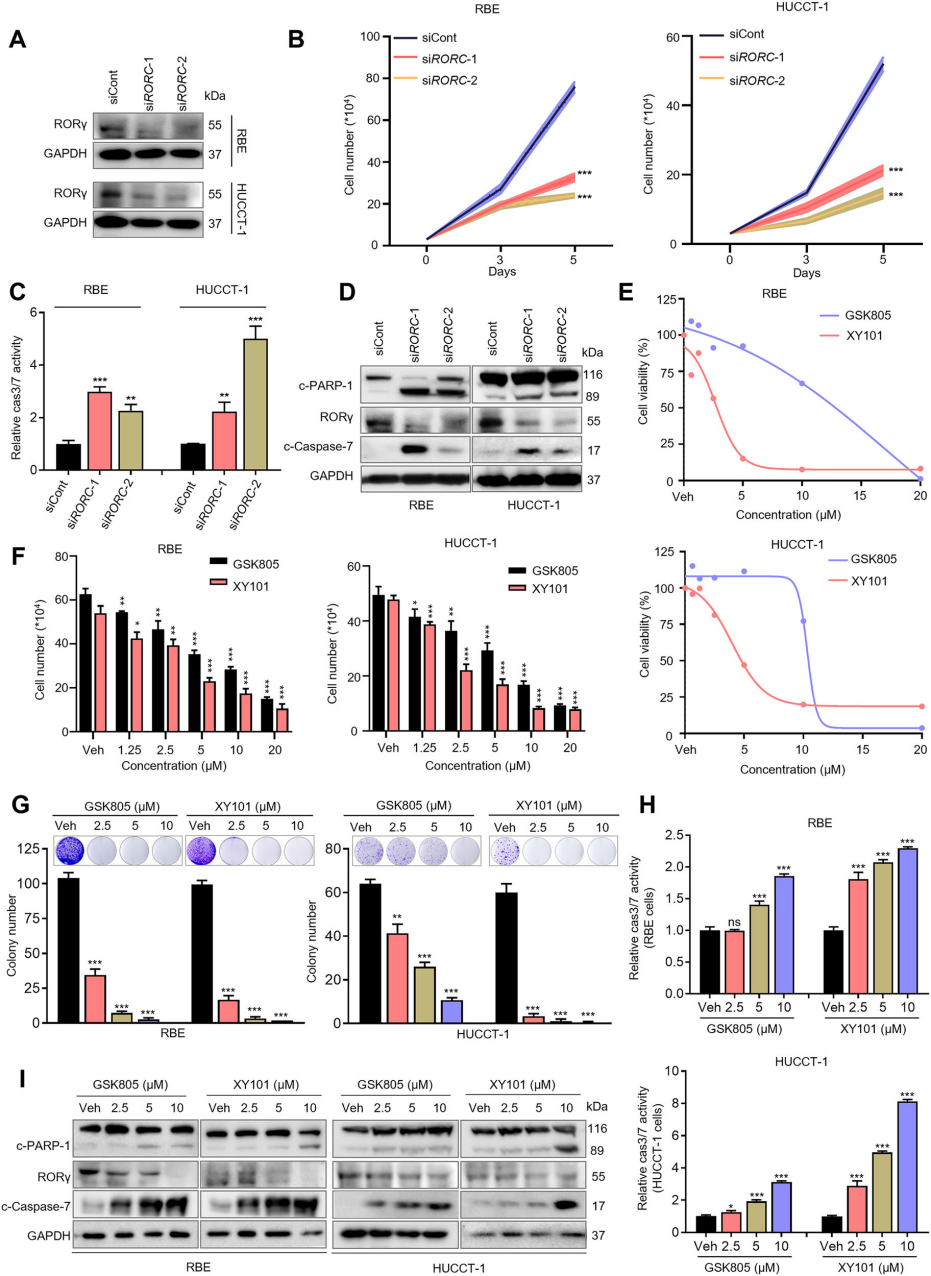
RORγ inhibition suppresses cell proliferation and induces apoptosis in iCCA. **A** Western blotting analysis was performed on RBE and HUCCT-1 cells transfected with *RORC* siRNAs or control. *n* = 3 biological replicates. **B** RBE and HUCCT-1 cells were transfected with control or *RORC* siRNAs, and live cells were counted at the indicated time points following transfection. *n* = 3 biological replicates. **C** RBE and HUCCT-1 cells were treated as in (**B**), and caspase-3/7 (cas3/7) activities were tested for apoptosis analysis. *n* = 3 biological replicates. **D** RBE and HUCCT-1 cells were transfected with *RORC* siRNAs or control, after which indicated proteins were detected by immunoblotting. *n* = 3 biological replicates. **E** An assay was conducted using Cell-Titer GLO (Promega) to assess the viability of RBE and HUCCT-1 cells treated with either a vehicle or specified concentrations of the RORγ antagonists GSK805 and XY101 over a period of 4 days. *n* = 3 biological replicates. **F** For RBE and HUCCT-1 cells that had been treated with the indicated concentrations of RORγ antagonists GSK805 and XY101 for 4 days, viable cells were counted following treatment. *n* = 3 biological replicates. **G** RBE and HUCCT-1 cells were treated with DMSO or the indicated concentrations of RORγ antagonists GSK805 and XY101 for 14 days, after which colony formation was measured. *n* = 3 biological replicates. **H** Caspase-3/7 (cas3/7) activities in RBE and HUCCT-1 cells were treated with the indicated concentrations of RORγ antagonists GSK805 and XY101 for 4 days. *n* = 3 biological replicates. **I** Immunoblotting analysis of the indicated proteins in RBE and HUCCT-1 cells treated with DMSO or the indicated RORγ antagonists. *n* = 3 biological replicates. All data from in vitro experiments shown above are the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

**Fig. 3:**
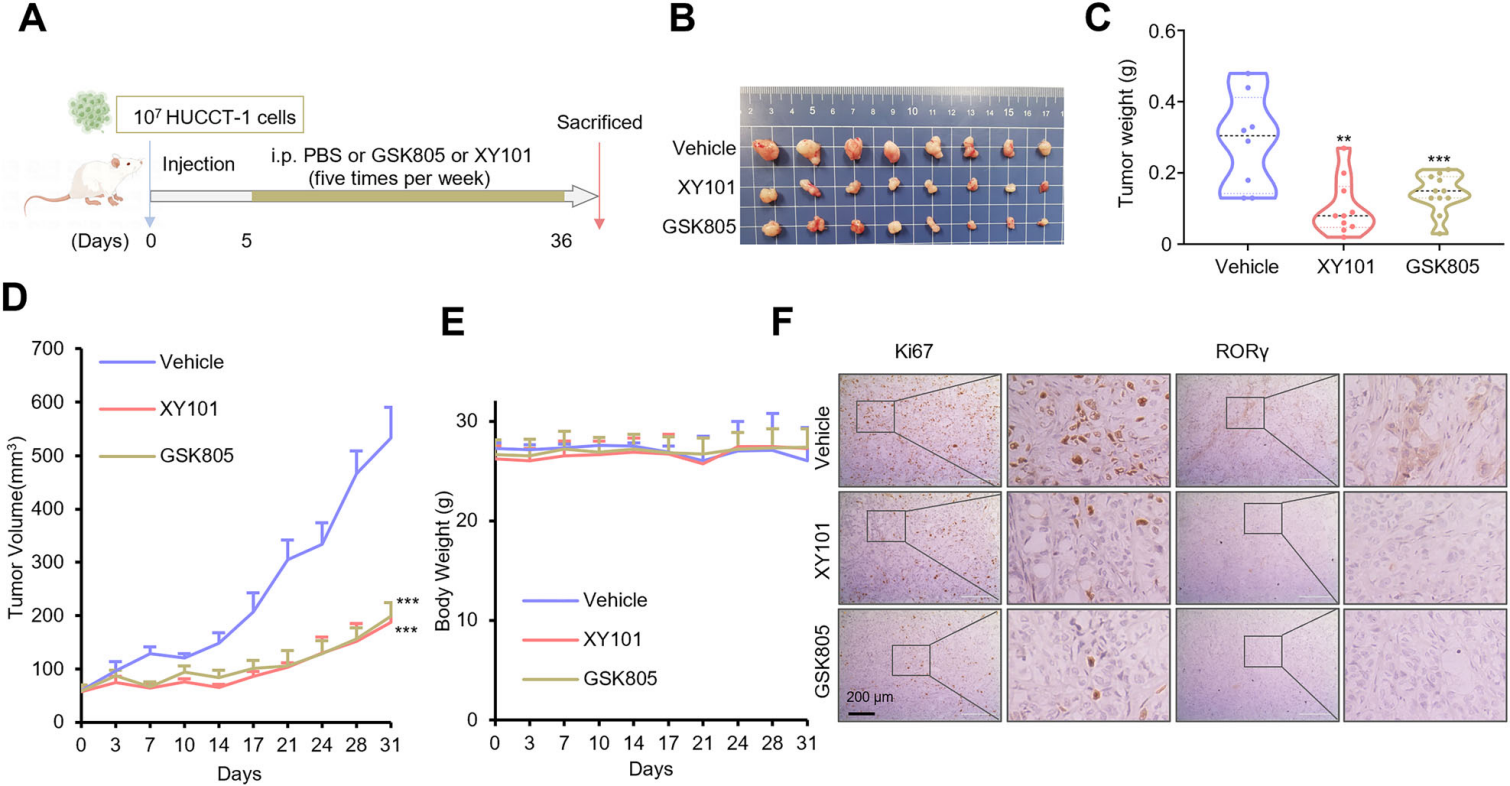
RORγ antagonists attenuate iCCA tumor progression. **A** Schematic depiction of HUCCT-1 subcutaneous xenografts establishment and treatment. **B**–**D** Male nude mice bearing HUCCT-1 subcutaneous xenografts received RORγ antagonists GSK805 (i.p., 5 mg/kg, *n* = 8), XY101 (i.p., 5 mg/kg, *n* = 8) or PBS (i.p., *n* = 8) five times per week for 31 days. Tumor volume was measured twice a week and mean tumor volume ± SEM is shown. Mean tumor weight ± SEM and representative photos of the tumors are shown. **E** Male nude mice bearing HUCCT-1 subcutaneous xenografts were administered RORγ antagonists GSK805 (i.p., 5 mg/kg, *n* = 8), XY101 (i.p., 5 mg/kg, *n* = 8), or PBS (*n* = 8) five times weekly for 31 days. During this period, body weights were measured twice weekly, and the mean body weight ± SEM is shown. **F** Immunohistochemistry images showing Ki67 and RORγ staining in randomly selected tumor tissues. Scale bar, 200 μm. All data shown from in vivo experiments shown above are the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

### RORγ directly regulates the transcription of FGF1 and FGFR2 in iCCA cells

To elucidate the mechanisms underlying how RORγ inhibition impairs cell survival and growth, we performed RNA sequencing (RNA-seq) on HUCCT-1 cells treated with 5 μM RORγ antagonist XY101 for two days, Transcriptomic profiling revealed 1063 genes that were significantly upregulated and 823 genes that were downregulated in response to XY101 treatment. 

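HUCCT-1, an established human intrahepatic cholangiocarcinoma cell line, was sequenced as poly(A)-selected RNA after 2 days (48 h) with vehicle or with 5 μM XY101, and the values here come from 1 vehicle library and 1 XY101 library. With 1 library per condition there was no replicate spread, so no p-value, standard error or standard deviation could be given, and each difference describes these libraries. The deposited values are FPKM made by the authors (fragments counted per gene, scaled to transcript length and to the library's mapped fragments), rounded to 2 decimals, for 16654 genes. Both libraries detected similar numbers of genes, with 14666 genes above 0 FPKM in the vehicle library and 14719 in the XY101 library. The FPKM values summed to 858282.3 in the vehicle library and 832819.8 in the XY101 library. Total reads are not given with the FPKM values, but the spacing of the low values of genes with a single annotated transcript gave an approximate depth of 17500000 fragments for the vehicle library and 18000000 for the XY101 library. At those depths 84.9% and 80.1% of the values examined came out as whole fragments within a tolerance of 0.2, against at most 58.3% and 57.4% when transcript lengths were shuffled. The paper's methods give GRCh37/hg19, BWA, Bowtie 2 and RSEM, while the submitters' processing notes name GRCh38, HISAT2 and HTSeq 0.11.2, so the counting method behind the FPKM values is not settled. From the FPKM values, log2((XY101 + 0.1)/(vehicle + 0.1)) was computed for each gene, which understates the difference of genes with low FPKM.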

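Among 10894 genes with a mean FPKM of at least 1, 127 genes were at least 2-fold higher and 76 genes at least 2-fold lower in the XY101 library, and 92.8% of genes differed by less than 1.5-fold. At a mean FPKM of at least 5, the highest ratios belonged to H4C12, H2AC18 and LOC102724594, which have near-identical copies (below), and the next to ALDH3A1 and FGF19. ALDH3A1, an aldehyde dehydrogenase, was 2.5 FPKM with vehicle and 17.87 FPKM with XY101, 7.15-fold higher. FGF19, an endocrine FGF ligand that signals mainly through FGFR4, was 2.08 and 11.59 FPKM, 5.57-fold higher. The transcription factor gene ATOH8 was 4.73-fold higher, the calcium-binding protein gene S100A9 4.17-fold, the MHC class II gene HLA-DRA 4.12-fold, the prostaglandin synthase gene PTGS2 3.61-fold and the retinol transporter gene STRA6 3.42-fold. Among the lowest ratios were those of KISS1, which encodes the kisspeptin precursor, and FST, which encodes the activin antagonist follistatin. KISS1 was 9.66 FPKM with vehicle and 1.95 FPKM with XY101, 4.95-fold lower, and FST was 25.29 and 6.24 FPKM, 4.05-fold lower. The cytokine gene IL11 was 3.08-fold lower, the metallothionein gene MT1G 3.19-fold, and the epidermal differentiation genes SPRR2A and SPRR2D 3.30-fold and 3.20-fold. SPANXA1 and DEFB103A were 4.15-fold and 4.21-fold lower, but both belong to families of near-identical copies whose reads may be divided between genes. The same limit holds for LOC102724594 and the histone genes H4C12, H2AC18, H2AC19 and H4C11, which complete the 10 highest and the 10 lowest ratios at a mean FPKM of at least 5.
The median gene was 0.09 higher on the log2 scale in the XY101 library. When ratios were centred on that gene, 96 genes were higher and 95 lower, so the share of higher genes moved from 62.6% to 50.3%. The 2 counts also depended on the filter, with 409 higher and 268 lower genes when every gene above 0 FPKM was kept.

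**Figure D1:**
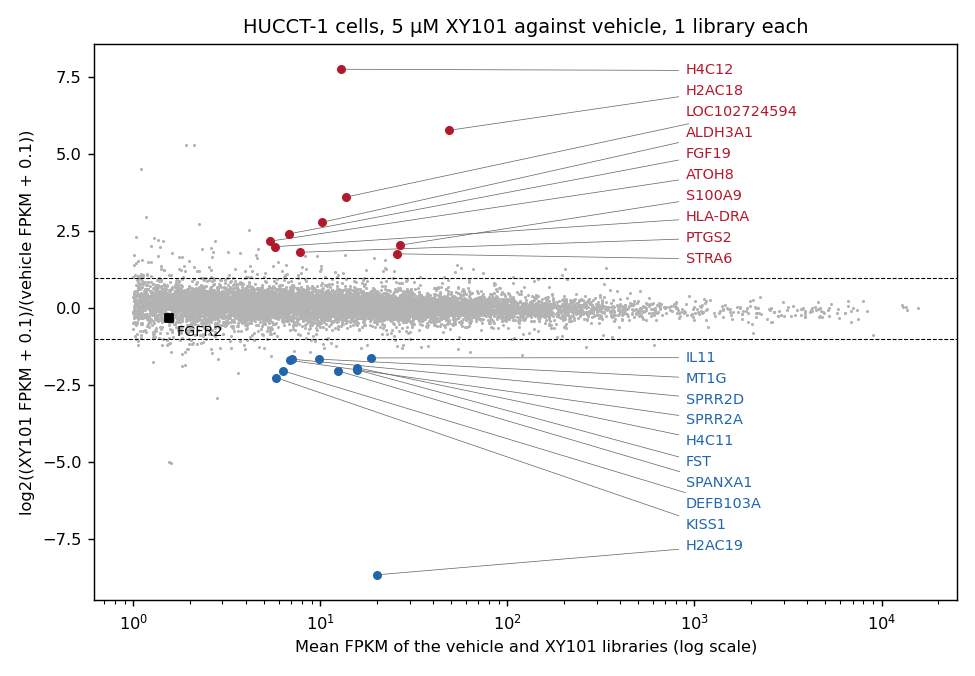
Each gray point is 1 of 10894 genes, with the mean FPKM of both libraries on a log axis and the log2 ratio of XY101 to vehicle on the vertical axis. Dashed lines mark 2-fold, colored points the 10 highest and 10 lowest ratios at a mean FPKM of at least 5, and the square FGFR2 at -0.31.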

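The 28 gene groups here were listed before the data were examined and have at least 3 members at a mean FPKM of at least 1, the members counted in each group. Xenobiotic receptor targets had the highest median log2 ratio, FGF ligands the next (0.77 over 3 genes) and cholesterol biosynthesis and uptake the lowest. The FGF ligand median is the ratio of FGF11, which is generally classed as intracellular and not as a receptor ligand. Of 6 xenobiotic receptor targets at a mean FPKM of at least 1, 5 were at least 2-fold higher with XY101 and none was lower, with a median log2 ratio of 1.85. Below that level, CYP24A1 was 0.57 and 0.30 FPKM. The genes of this group driven by the aryl hydrocarbon receptor included CYP1A1 (0.51 FPKM with vehicle and 3.99 with XY101), CYP1B1 (1.90 and 7.43) and the receptor's repressor AHRR (1.62 and 5.84). All 11 heat shock genes lay above 0, with a median of 0.38, led by HSPA1A at 43.19 and 81.32 FPKM. HSPA1A and HSPA1B are near-identical copies. The median gene itself lay at 0.09, so a ratio above 0 is no departure by itself, and HSPB1 (0.07) and HSPD1 (0.05) lay below it. Once centred on the median gene, the heat shock median was 0.29. Of 22 genes of hypoxia and glycolysis, 18 lay above 0 and the median was 0.27, with the prolyl hydroxylase gene EGLN3 3.27-fold and the carbonic anhydrase gene CA9 1.77-fold higher. NRF2 targets had a median of 0.26 over 15 genes (0.16 once centred), with 12 above and 3 below 0. Of these, NQO1 was 1.63-fold higher and HMOX1 1.07-fold.
Of 25 genes of cholesterol biosynthesis and uptake, 19 lay below 0 and 2 were at least 2-fold lower, with a median of -0.27. INSIG1, which retains the sterol-sensing complex in the endoplasmic reticulum, was 14.84 FPKM with vehicle and 6.05 with XY101. Fatty acid synthesis genes had a median of -0.19 over 11 genes, and the desaturase gene SCD was 91.20 and 34.41 FPKM. Among 19 ERK-responsive genes the median was -0.10, with 12 below and 7 above 0; the phosphatase gene DUSP5 was 2.47-fold and the AP-1 gene FOSL1 2.37-fold lower, while FOS was 1.72 and 3.26 FPKM and SPRED1 3.68 and 5.83 FPKM. Genes of NF-kB and inflammatory cytokines had a median of -0.11, with IL6 1.74-fold and IL1B 1.63-fold lower and PTGS2 higher.
Cell cycle groups were not lower with XY101. The median was 0.14 over 26 DNA replication genes and 0.17 over 25 mitosis genes, or 0.04 and 0.07 once centred on the median gene. MKI67, which encodes Ki-67, was 17.30 and 19.54 FPKM. These values are RNA of cultured cells, while the paper's Ki-67 staining is of protein in xenograft tumors. In culture, the paper also reports lower viability, cell number and colony formation of HUCCT-1 cells with XY101, after longer treatment than here. Pro-apoptotic genes had a median of 0.18 over 19 genes (0.09 once centred), 16 of them above 0. Of these, BMF, a BH3-only gene, was 3.86 and 12.69 FPKM. Anti-apoptotic genes had a median of 0.17 over 8 genes (0.08 once centred), 5 of them above 0. Both medians lay within the central 95% of matched random groups, at the 91.05 and 83.81 percentiles. The anti-apoptotic gene BCL2A1 was 2.18-fold lower and BIRC3 1.98-fold higher. Among signs of RNA quality and handling, the median was -0.05 for cytosolic ribosomal protein genes, 0.04 for mitochondrially encoded genes and -0.01 for immediate early genes.
Each group's median was set among the medians of 10000 random groups matched on expression, as a description of these libraries. Of the 28 groups, 6 lay above and 4 below the central 95% of those medians, against 1.4 expected outside for groups of unrelated genes. Genes under shared control can drift together between 2 cultures, so the excess over 1.4 does not measure an effect of XY101. The percentile was 100.0 for xenobiotic receptor targets, heat shock genes and hypoxia and glycolysis, 99.72 for FGF ligands, 99.68 for NRF2 targets, 98.64 for mitosis, 0.0 for cholesterol, 0.08 for fatty acid synthesis, 0.72 for ERK-responsive genes and 0.94 for NF-kB genes. FGF ligands no longer lay outside without a filter (96.54), nor mitosis genes against random groups not matched on expression (87.88).

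**Figure D2:**
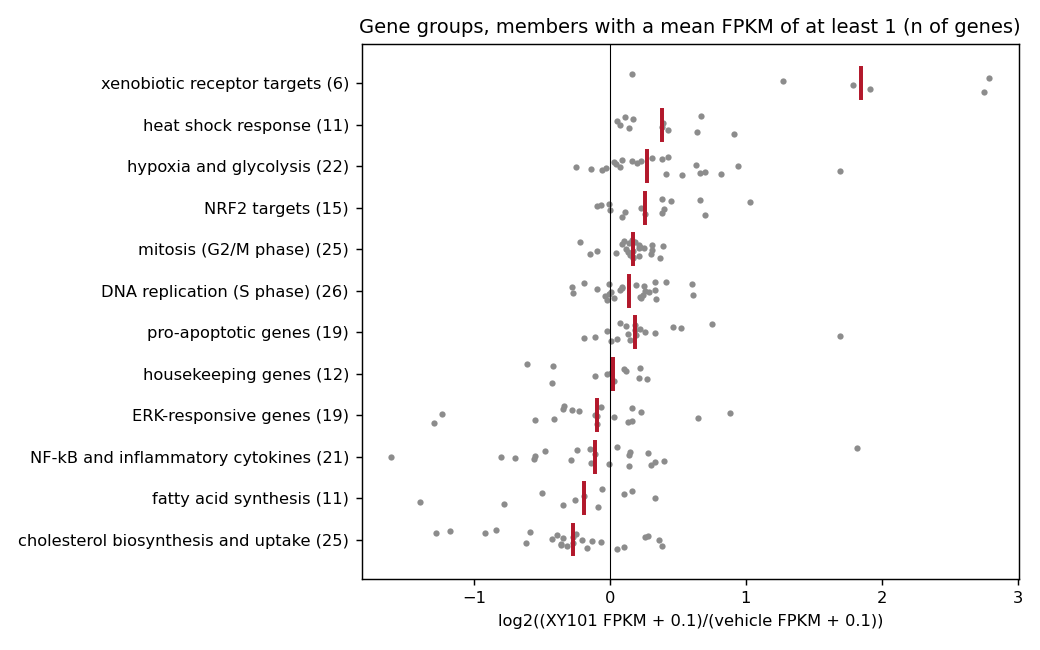
Each gray point is 1 gene of a group with a mean FPKM of at least 1, at its log2 ratio of XY101 to vehicle, and each red line is the group's median. Medians run from 1.85 for xenobiotic receptor targets to -0.27 for cholesterol biosynthesis and uptake.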

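FGF1, a secreted ligand of FGF receptors, had very low values, at 0.10 FPKM in the vehicle library and listed at 0 in the XY101 library. The receptor gene FGFR2 was 1.74 FPKM with vehicle and 1.38 FPKM with XY101, 1.26-fold lower (log2 ratio -0.31). FGFR1 was 11.45 and 9.08 FPKM, also 1.26-fold lower (log2 ratio -0.33). FGFR4 was 0.74 and 0.69 FPKM, and FGFR3 0.06 and 0.07 FPKM. Against the 500 genes nearest in mean FPKM, the log2 ratio lay at the 11.8 percentile for FGFR2 and the 7.8 percentile for FGFR1. FGF1 lay at the 5.3 percentile, but a value listed at 0 is already the lowest ratio that its mean FPKM allows. At the approximate depth of these libraries and the median length of its coding transcripts, FGF1 corresponds to about 4 fragments against 0, and FGFR2 to about 99 against 80, for which the 95% counting interval of the log2 ratio ran from -0.79 to 0.09 (exact binomial, counting error only). The interval depended on the transcript length taken. For FGFR2 it ran from -0.64 to -0.04 with the longest coding transcript and from -3.23 to 2.11 with the shortest. For FGF1 its upper bound was 0.56 with the median and -0.57 with the longest. FGFR1 corresponds to about 677 fragments against 551 at the median length, with an interval from -0.5 to -0.17. With the longest coding transcript the FGFR1 interval ran from -0.46 to -0.21, and with the shortest from -1.66 to 0.6. The size of the FGF1 difference was set by the pseudocount, with a log2 ratio of -1.0 at 0.1 FPKM, -0.14 at 1 FPKM and -3.46 at 0.01 FPKM.
In GRCh37 with GENCODE release 44, FGF1 (NCBI gene 2246) lies on the minus strand of chromosome 5 from 141971743 to 142077635 and has 13 protein-coding transcripts. FGFR2 (NCBI gene 2263) lies on the minus strand of chromosome 10 from 123237846 to 123357972 and has 25. FGFR1 lies on chromosome 8 from 38257733 to 38326352.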

Given the well-established role of the fibroblast growth factors (FGFs) and fibroblast growth factor receptors (FGFRs) signaling pathway in cancer progression, our findings show that FGF1 and FGFR2 were more significantly downregulated by antagonists compared with other ligands and receptors within the FGF/FGFR family (Fig. 4A). Public database analysis further confirmed that FGF1 and FGFR2 were frequently altered in iCCA, prompting us to focus on FGF1 and FGFR2 for subsequent mechanistic studies (Fig. 4B).

**Fig. 4:**
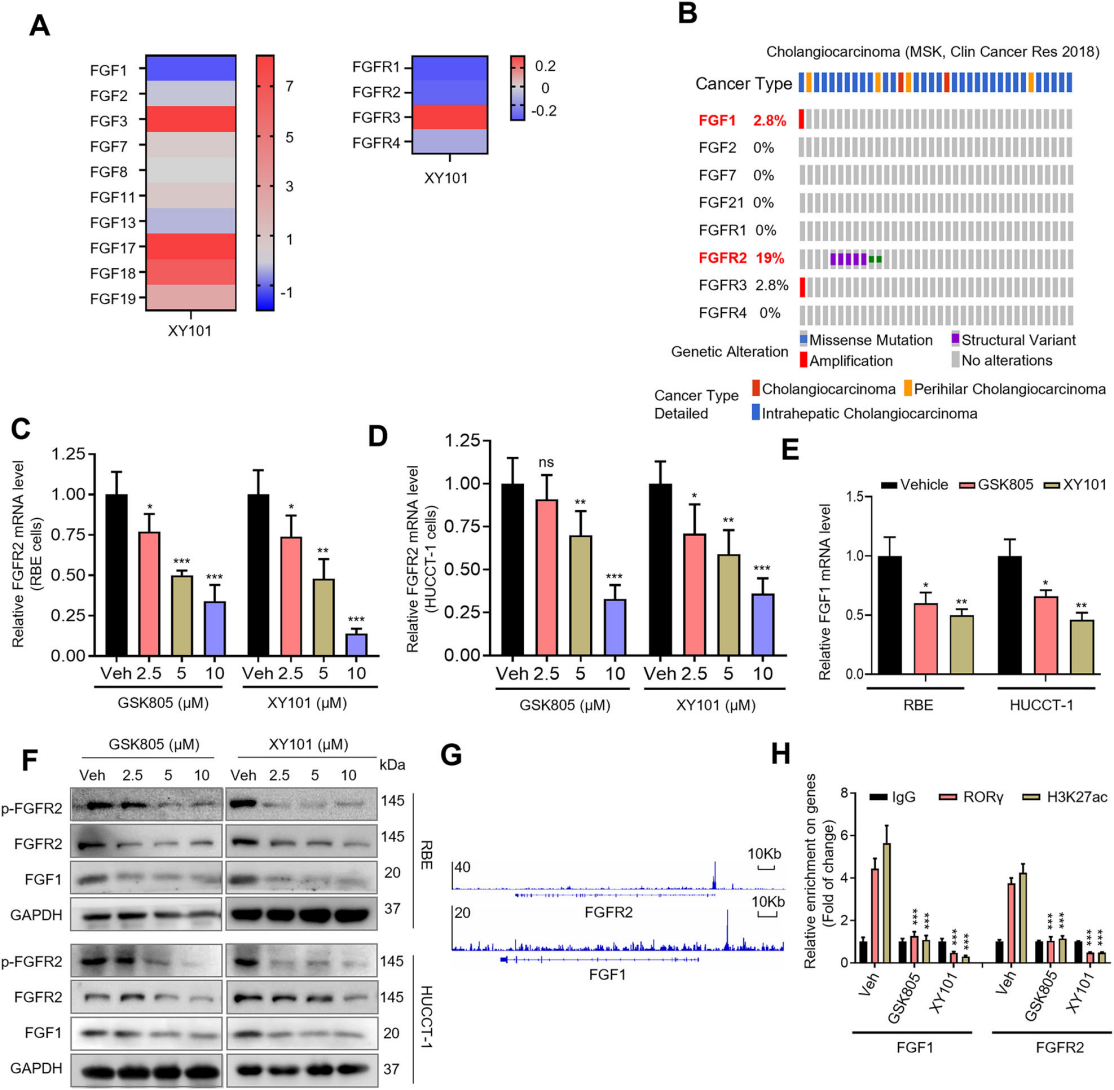
RORγ directly regulates the transcription of FGF1 and FGFR2 in iCCA cells. **A** Heatmap of mRNA expression changes of FGF family genes and FGFR family genes in HUCCT-1 cells treated for 2 days with 5 μM XY101. **B** Oncoprint display from cBioPortal of FGF family genes and FGFR family genes alterations in iCCA tumors. **C**, **D** qRT-PCR analysis of FGFR2 mRNA in iCCA cells treated with DMSO or RORγ antagonists (GSK805 and XY101) at indicated concentrations for 2 days. *n* = 3 biological replicates. **E** qRT-PCR assay of FGF1 mRNA in RBE and HUCCT-1 cells after treatment with DMSO, 5 μM GSK805 or XY101 for 2 days. *n* = 3 biological replicates. **F** Immunoblotting assay of indicated proteins in RBE and HUCCT-1 cells after treatment with DMSO, or RORγ antagonists (GSK805 and XY101) at indicated concentrations for 2 days. *n* = 3 biological replicates. **G** The genome browser illustrates RORγ-binding events on the promoters of the FGF1 and FGFR2 genes in triple-negative breast cancer cells, as previously reported. These findings are derived from our previous ChIP-seq dataset (GEO: GSE126380). **H** ChIP-qPCR analysis was performed to assess the relative enrichment of RORγ or H3K27ac at the promoters of the FGF1 and FGFR2 genes in iCCA cells treated with 5 μM GSK805 or XY101 for 2 days. The fold change indicates the enrichment of these factors at the gene promoters in response to GSK805 and XY101, normalized to the IgG enrichment in vehicle-treated cells, which was set as 1. All data from in vitro experiments shown above are the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

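Of 16 FGF genes grouped as ligands in the RNA-seq table, 11 were above 0 FPKM in at least 1 library and 3 reached a mean of 1 FPKM. These were FGF2 at 3.75 FPKM with vehicle and 3.33 with XY101, FGF11 at 2.5 and 4.34 FPKM, and FGF19, which had the highest FPKM of any ligand with XY101. The 16 include FGF11 to FGF14, which are generally classed as intracellular proteins and not as receptor ligands. FGF7 was 0.22 and 0.32 FPKM, FGF8 was 0.10 in both libraries and FGF13 was 0.12 and 0.09 FPKM. FGF3, FGF17 and FGF18 were listed at 0 with vehicle and at 0.14, 0.12 and 0.03 FPKM with XY101. FGF20 was 0.07 FPKM with vehicle and, like FGF1, listed at 0 with XY101. FGF9, FGF12, FGF14, FGF21 and FGF22 were listed at 0 in both libraries. With a pseudocount of 0.1 FPKM, FGF1 had a log2 ratio of -1.0 and FGF20 of -0.77, the lowest of the 11 ligands, but both are listed at 0 with XY101, so these ratios are set by the pseudocount and their order by the vehicle value. Among the 4 receptors FGFR1 and FGFR2 were lowest, at -0.33 and -0.31 with that pseudocount and both at -0.33 with 0.01 FPKM. From its heatmap the paper states that FGF1 and FGFR2 were the family members lowered most, and with their alterations in tumors it selects them for the mechanistic experiments.

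**Figure D3:**
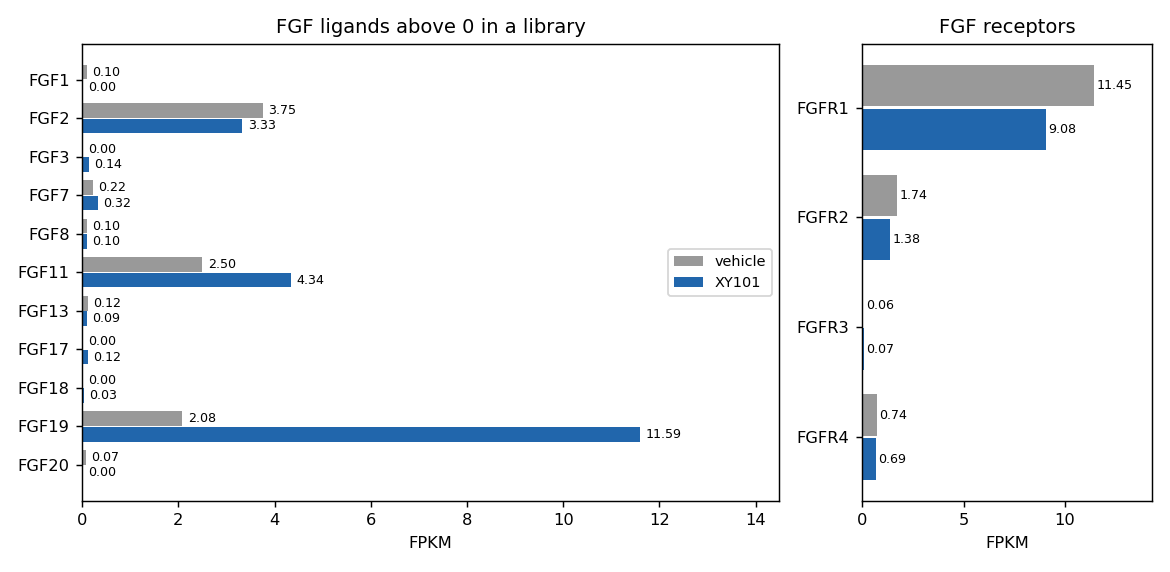
Bars give the FPKM of each FGF ligand above 0 in a library (left) and of the 4 FGF receptors (right), gray for the vehicle library and blue for the XY101 library, 1 library each and each axis from 0. FGF19 stands highest among ligands with XY101 at 11.59 FPKM, and FGFR1 highest among receptors in both libraries.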

Considering the pivotal role of FGF1 and FGFR2 in iCCA oncogenesis and progression, we hypothesized that RORγ antagonists may attenuate iCCA malignancy via FGF/FGFR signaling. qRT-PCR analysis in RBE and HUCCT-1 cells demonstrated that treatment with RORγ antagonists suppressed the expression of FGF1 and FGFR2 (Fig. 4C–E). Immunoblotting further demonstrated that both antagonists significantly decreased the expression of FGF1, FGFR2 and phosphorylated FGFR2 (p-FGFR2) (Fig. 4F). Given the impact of RORγ inhibition on FGF1 and FGFR2, we sought to determine whether RORγ directly regulates their transcription. Analysis of our chromatin immunoprecipitation sequencing (ChIP-seq) data (GEO: GSE126380) revealed that RORγ specifically binds to the promoter regions of FGF1 and FGFR2 (Fig. 4G). ChIP-qPCR further confirmed RORγ binding at these loci and showed that antagonists treatment reduced both RORγ occupancy and the levels of active histone mark H3K27ac at these promoters in RBE and HUCCT-1 cells (Fig. 4H). These findings collectively demonstrate that RORγ acts as a direct transcriptional activator of both FGF1 and FGFR2 genes.

### FGF1 mediates RORγ-driven iCCA cells survival through FGFR2 activation

FGF1 is known to play a key role in metabolic diseases and has potential therapeutic applications for conditions such as type 2 diabetes. Furthermore, FGF1 is implicated in cancer initiation and progression. Given our findings that RORγ promotes cell survival and upregulates FGF1 expression in tumor cells, we investigated whether FGF1 mediates RORγ-dependent survival in iCCA cells. Our results showed that silencing FGF1 markedly suppressed survival of RBE and HUCCT-1 cells (Fig. 5A, B). Furthermore, introducing exogenous recombinant human FGF1 (rhFGF1) rescued the inhibitory effects of FGF1 silencing (Fig. 5C). rhFGF1 treatment (ranging from 0 to 10 ng/mL) stimulated iCCA cells survival and colony formation in a dose-dependent manner (Fig. 5D, E). Given that FGF1 typically signals through FGFRs, and that FGF1 and FGFR2 expression are positively correlated in iCCA (Fig. S1B), we hypothesized that FGF1 acts through FGFR2.In both RBE and HUCCT-1 cells, rhFGF1 treatment induced FGFR2 phosphorylation and downstream ERK activation in a dose-dependent manner (Fig. 5F).In these cell lines, exogenous rhFGF1 treatment reversed the proliferation inhibition induced by RORγ knockdown with either *RORC* siRNA or RORγ antagonists, regardless of incubation conditions (Fig. 5G, H). ELISA quantification revealed that RORγ-overexpressing iCCA cells secreted higher levels of FGF1, whereas *RORC* knockdown reduced FGF1 secretion (Fig. 5I). Moreover, conditioned medium from RORγ-overexpressing HUCCT-1 cells significantly enhanced iCCA cells survival and colony formation (Supplementary Fig. S1C–E). Collectively, these findings demonstrate that RORγ promotes FGF1 secretion, which in turn enhances iCCA cells survival by activating FGFR2 signaling.

**Fig. 5:**
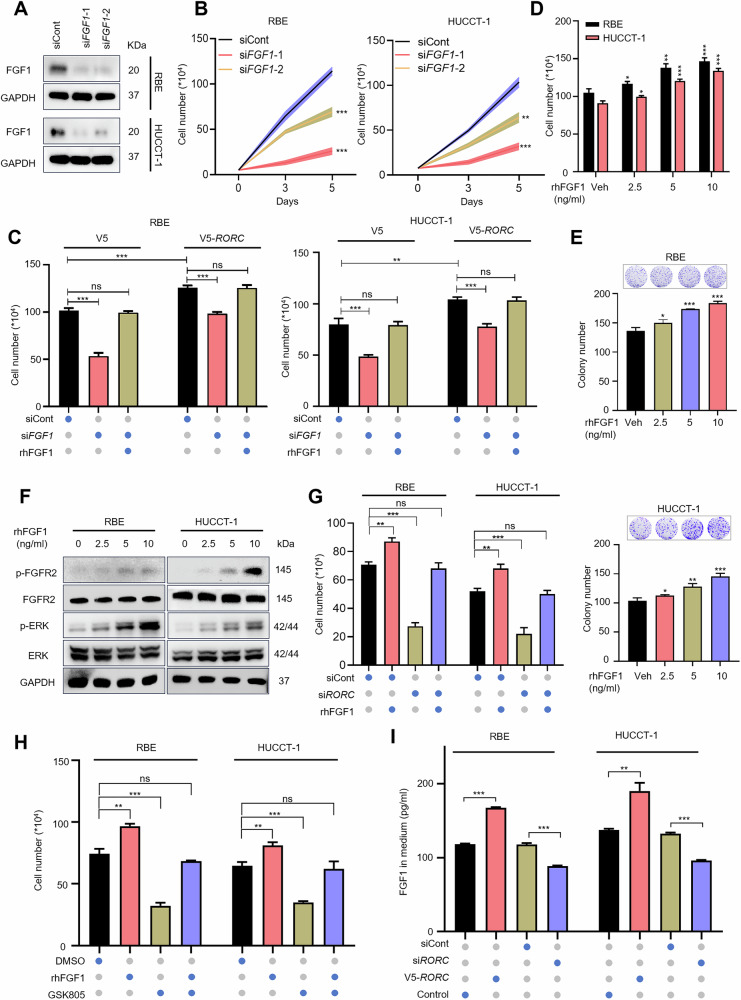
FGF1 mediates RORγ-driven iCCA cells survival through FGFR2 activation. **A** Immunoblotting analysis of FGF1 protein in iCCA cells transfected with *FGF1* siRNAs or control. *n* = 3 biological replicates. **B** RBE and HUCCT-1 cells were transfected with *FGF1* siRNAs or control. Live cells were counted at the indicated time points after transfection. *n* = 3 biological replicates. **C** Transfection of *FGF1* siRNAs or control into wild-type or RORγ-overexpressing RBE and HUCCT-1 cells, with or without 5 ng/ml human recombinant FGF1. Viable cells were counted after 4 days. *n* = 3 biological replicates. **D** RBE and HUCCT-1 cells were incubated with recombinant human FGF1 at the indicated concentrations for 4 days, after which live cells were counted. *n* = 3 biological replicates. **E** Colony formation assays were conducted to detect the survival of RBE and HUCCT-1 cells treated with recombinant human FGF1 at the indicated concentrations for 14 days. *n* = 3 biological replicates. **F** FGFR2, phosphorylated FGFR2 (p-FGFR2), and its downstream proteins were detected by immunoblotting in RBE and HUCCT-1 cells treated with recombinant human FGF1 at the specified concentrations for 20 min. *n* = 3 biological replicates. **G** Recombinant human FGF1 was added to iCAA cells transfected with *RORC* siRNAs or control, and live cells were counted after a 4-day incubation. *n* = 3 biological replicates. **H** Live cells were counted to detect the survival of RBE and HUCCT-1 cells treated with GSK805, either alone or in combination with human recombinant FGF1 at a concentration of 5 ng/ml. *n* = 3 biological replicates. **I** ELISA assay was performed to detect FGF1 levels in the supernatant of RORγ-overexpression and *RORC*-silenced iCAA cells. *n* = 3 biological replicates. All data presented above are shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

### Targeting RORγ overcomes resistance to pemigatinib in iCCA

Pemigatinib, a multi-FGFR inhibitor targeting FGFR1-3, is approved for iCCA treatment. Despite initial clinical responses, resistance develops in approximately 60% of patients within 6–9 months of continuous therapy. Emerging studies have indicated that RORγ is associated with therapeutic resistance in cancers, and pharmacological inhibition has shown promise for overcoming resistance in refractory malignancies [23–25]. This prompted us to investigate whether RORγ blockade could reverse pemigatinib resistance in iCCA. We tested the therapeutic potential of combining RORγ antagonists with pemigatinib in vitro and in vivo. First, we generated a pemigatinib-resistant cell line (HUCCT-1-Pemi-R) by progressively increasing pemigatinib concentrations over six months (Fig. 6A). Compared with the parental cells, these resistant cells exhibited elevated levels of RORγ, FGFR2, phosphorylated FGFR2, and FGF1 (Fig. 6B). Next, we examined whether blocking RORγ could resensitize the resistant cells to pemigatinib. Indeed, RORγ antagonists synergized with pemigatinib to inhibit the proliferation of HUCCT-1-Pemi-R cells (Fig. 6C–E). We then transplanted HUCCT-1-Pemi-R cells into nude mice and treated tumor-bearing mice with GSK805 and pemigatinib at 5 mg/kg (Fig. 6F). While GSK805 monotherapy suppressed tumor growth, pemigatinib alone exhibited no significant effect. Notably, cotreatment with GSK805 substantially potentiated the antitumor activity of pemigatinib (Fig. 6G–I). Importantly, neither monotherapy nor combination therapy affected body weight or major organs (Fig. 6J and Supplementary Fig. S1F). Together, the results suggest that combing RORγ antagonists with pemigatinib is a promising strategy to overcome resistance and improve iCCA treatment.

**Fig. 6:**
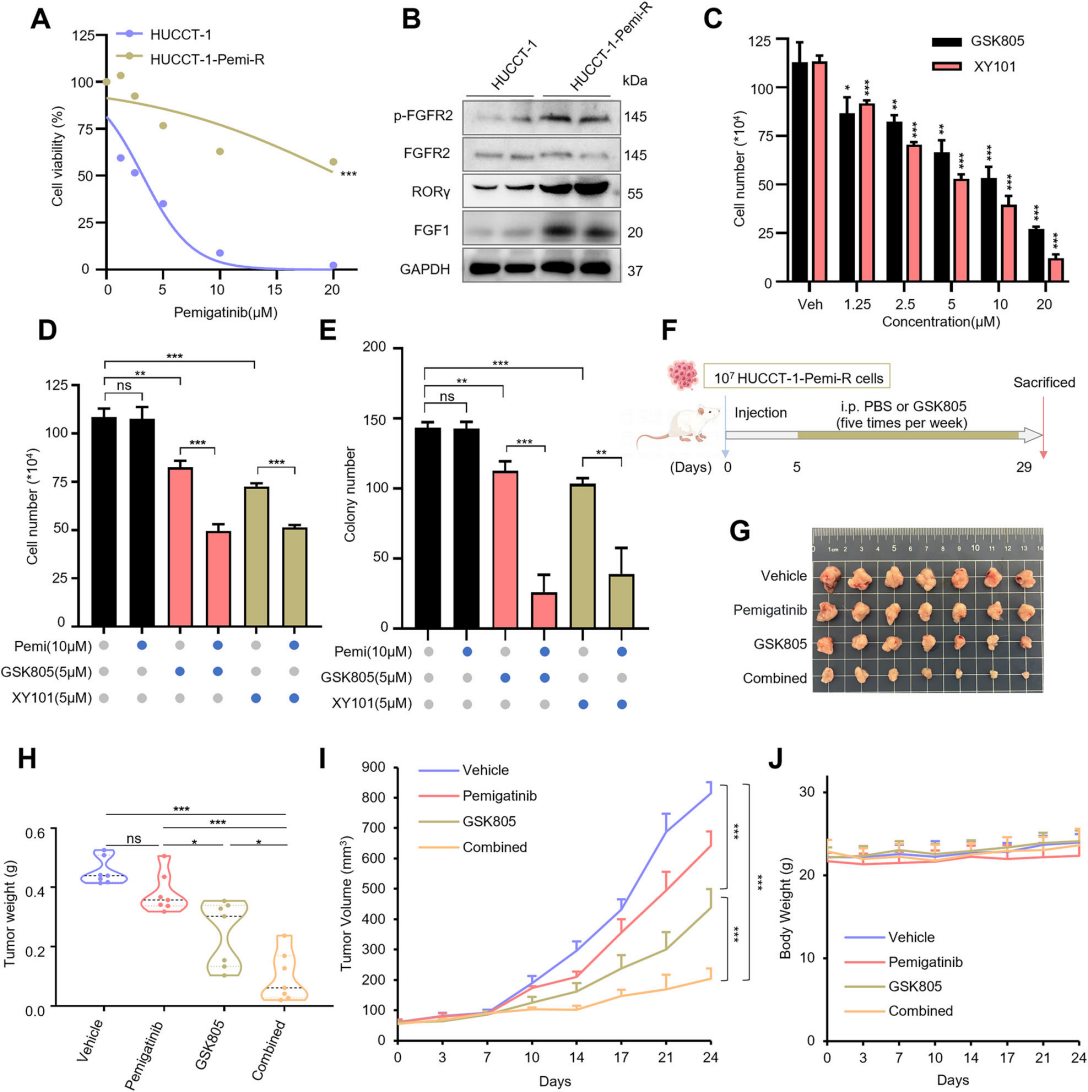
Targeting RORγ overcomes resistance to pemigatinib in iCCA. **A** Viability was performed to detect the sensitivity of HUCCT-1 and pemigatinib-resistant HUCCT-1(HUCCT-1-Pemi-R) cells treated with different concentrations of pemigatinib for 4 days. **B** Western blotting assay of the indicated proteins in HUCCT-1 and HUCCT-1-Pemi-R cells. **C** HUCCT-1-Pemi-R cells were treated with the indicated concentrations of RORγ antagonists GSK805 and XY101 or DMSO, live cells were counted. *n* = 3 biological replicates. **D**, **E** HUCCT-1-Pemi-R cells were treated with RORγ antagonists GSK805, XY101, and pemigatinib, either alone or in combination with GSK805 or XY101 and pemigatinib. Live cells counting and colony formation assay were conducted to evaluate cells survival. *n* = 3 biological replicates. **F** Schematic depiction of HUCCT-1-Pemi-R cells subcutaneous xenografts establishment and treatment. **G**, **H** Mice bearing HUCCT-1-Pemi-R xenografts were treated with PBS (*n* = 7), GSK805 (i.p., 5 mg/kg, *n* = 7), pemigatinib (i.p., 5 mg/kg, *n* = 7), or a combination of GSK805 and pemigatinib. Representative photos of the tumors were taken, and mean tumor weight ± SEM was shown. **I** Nude mice bearing HUCCT-1-Pemi-R subcutaneous xenografts were administered either a PBS (i.p., *n* = 7), GSK805 (i.p., 5 mg/kg, *n* = 7), pemigatinib (i.p., 5 mg/kg, *n* = 7), or a combination of GSK805 and pemigatinib five times a week. Tumor volume was measured twice a week and mean tumor volume ± SEM was shown. **J** Mice body weight was measured twice a week from different treatment groups described in (**I**) during the treatment period (presented as the mean ± SEM, *n* = 7). All data from in vitro experiments shown above are the mean ± SD and data shown from in vivo experiments are the mean ± SEM.*p < 0.05, **p < 0.01, ***p < 0.001.

## Discussion

As the second most prevalent primary liver malignancy, iCCA is frequently diagnosed at advanced stages, precluding surgical intervention and leading to a poor prognosis. Current systemic therapies face dual challenges: immune checkpoint inhibitors show only limited efficacy, while chemotherapy is constrained by a suboptimal therapeutic index due to dose-limiting toxicities [40]. Recent advancements in targeted drug pemigatinib have improved outcomes for a subset of iCCA patients; however, its broader clinical utility is severely limited by the rapid emergence of resistance [10]. The slow pace of therapeutic innovation underscores the need to define resistance mechanisms and identify clinically actionable targets in iCCA. Here, we identify RORγ as a clinical-grade therapeutic target for iCCA. RORγ is highly expressed in iCCA tumors, and its inhibition, whether through pharmacological inhibition or *RORC* siRNA, effectively suppresses growth and restores sensitivity to pemigatinib. These effects are mediated through modulation of the RORγ-FGF1-FGFR2 axis, as demonstrated in vitro and in vivo.

RORγ plays essential roles in diverse biological processes, including Th17 cell differentiation and cytokine production, and considerable efforts have been devoted to developing RORγ-targeted therapies for autoimmune and metabolic diseases [21]. Accumulating evidence indicates that RORγ inhibition has therapeutic potential in psoriasis, with several compounds (e.g., VTP-43742, BI 730357, JTE-451) advancing to clinical trials [41, 42]. These reagents also present potential opportunities for treating other diseases, particularly cancers. In this study, we investigated the role of RORγ to uncover its new therapeutic utility in cancer. Pharmacological antagonism or siRNA-mediated knockdown of RORγ significantly inhibited iCCA cells survival. Since therapeutic resistance is a major barrier to targeted therapy in iCCA and RORγ has been implicated in modulating drug sensitivity across cancers (e.g., castration-resistant prostate cancer and osteosarcoma), these observations prompted further investigation into RORγ’s potential role in pemigatinib-resistant iCCA [23, 24]. RORγ expression was markedly elevated in pemigatinib-resistant cell lines. Notably, combination therapy with RORγ antagonists and pemigatinib produced synergistic antitumor activity, inhibiting tumor progression in pemigatinib-resistant xenograft models. Collectively, these findings highlight RORγ as a promising therapeutic target in iCCA.

Our study demonstrated that treatment with RORγ antagonists (GSK805 and XY101) significantly downregulated the expression of FGF1 and FGFR2 within the FGF/FGFR signaling pathway, as confirmed by gene expression profiling. FGF1 functions as a key metabolic regulator that governs glucose homeostasis and insulin sensitivity, and has shown therapeutic potential for type 2 diabetes mellitus [43–45]. Accumulating evidence indicates that FGF1 also plays a critical role in mitogenic signaling and therapeutic resistance in various malignancies [46, 47]. Besides iCCA, FGF1 sustains the survival of dormant cancer cells in breast cancer, modulates senescence-associated malignancy in prostate cancer, and reactivates RAF-MEK signaling in pancreatic ductal adenocarcinoma to bypass targeted inhibition [48–50]. In our study, both FGF1 siRNA and RORγ antagonists reduced FGF1 expression and suppressed tumor cell survival. Conversely, exogenous FGF1 significantly enhanced FGFR2 signaling activation and promoted oncogenic effects.

Pemigatinib, a selective FGFR1-3 inhibitor, is approved by the FDA for the treatment of advanced cholangiocarcinoma with FGFR2 fusions or rearrangements. While efficacy in this biomarker-defined subgroup is well established, emerging clinical data suggest potentially therapeutic activities in broader populations. For example, the pivotal FIGHT-202 trial (NCT02924376) reported partial responses in a small subset of cholangiocarcinoma patients harboring non-FGFR2 alterations (e.g., other FGF/FGFR pathway abnormalities) or even no detectable FGF/FGFR alterations. However, these observations were not statistically significant, and the clinical benefit in these groups remains uncertain due to low response rates and short durations of disease control [39, 51].These suggest potential therapeutic activities beyond the current biomarker-defined populations [51]. The partial efficacy observed in patients without FGFR2 fusions or rearrangements may be attributed to drug resistance, as existing paradigms primarily emphasize alterations with the FGFR2 kinase or transmembrane domains. Our study identifies RORγ as a key regulator of pemigatinib resistance through dual mechanisms: it directly regulates FGFR2 transcription and induces FGF1 transcription and secretion, collectively sustaining FGFR2 signaling. Together, our findings establish the RORγ-FGF1-FGFR2 axis as both a driver of therapeutic resistance and a druggable vulnerability in iCCA. Key advances include: (i) the first demonstration that the RORγ-FGF1-FGFR2 axis mediates adaptive resistance to pemigatinib, and (ii) preclinical validation that simultaneously targeting RORγ and FGFR2 yields synergistic antitumor activity in pemigatinib-resistant models. These findings challenge the mutation-centric paradigm of resistance and facilitate the development of biomarker-independent therapeutic strategies. However, the non-genomic adaptive mechanisms mediated by RORγ remain poorly defined [10, 52], and this study focused on the tumor-intrinsic role of RORγ in iCCA cells, without exploring the potential role of the RORγt isoform within the tumor microenvironment.

## Conclusion

This study demonstrates that RORγ transcriptionally regulates FGF1 and FGFR2, thereby promoting FGF1 secretion and FGFR2-mediated downstream signaling. Furthermore, it elucidates the critical role of the RORγ-FGF1-FGFR2 axis in iCCA progression and pemigatinib resistance. Given that RORγ is a clinically validated target with inhibitory agents in active clinical trials, its inhibition represents a promising therapeutic strategy for iCCA.

## Materials and methods

### Cell culture

RBE and HUCCT-1 cells were cultured in RPMI-1640 medium. All cells were authenticated by STR profiling within the past 6 months and confirmed to be mycoplasma free. To generate the pemigatinib-resistant HUCCT-1-Pemi-R cells, HUCCT-1 cells were initially cultured in 1 µM pemigatinib. After achieving stable growth, the pemigatinib concentration was gradually increased during cell passage until a stable, resistant population emerged in the presence of a high drug concentration, a process that required approximately six months. All culture media were supplemented with 10% fetal bovine serum (Exocell) and 1% penicillin/streptomycin (Gibco). All cells were maintained at 37 °C in a incubator with 5% CO_2_.

### Chemicals

The sources of chemicals are as follows: GSK805, and XY101 were obtained from WuXi AppTec (China); Pemigatinib was purchased from TargetMol (USA); Recombinant human FGF1 was obtained from MedChemExpress (USA).

### siRNA transfection

Cells were seeded into 6-well plates at 1 ×10^5^ cells per well and cultured overnight to reach a confluence of 60–70%, and then transfected with synthetic siRNAs using DharmaFECT (Dharmacon, USA) in Opti-MEM (Invitrogen, USA) at a final concentration of 20 nM. Cells were harvested at the indicated time points for subsequent assays. The siRNA sequences are shown in Supplementary Table 1.

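The FGF1 siRNAs, GCCCTGACCGAGAAGTTTAAT and GAGAAGTTTAATCTGCCTCCA as DNA, match all 13 protein-coding FGF1 transcripts of GENCODE release 44 and no other gene.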

### Cell viability

Cells were seeded in 96-well plates at 1500 cells per well in 100 µL of culture media. Twenty-four hours later, 50 µL of serially diluted compounds (prepared in culture medium) was added to each well. After an additional 4 days of incubation, Cell-Titer GLO reagents (Promega Corporation, Madison, USA) were added, and luminescence was measured on a GLOMAX microplate luminometer (Promega Corporation, Madison, USA) in accordance with the manufacturer’s instructions. Cell viabilities were normalized to vehicle-treated controls, which were set at 100%.

### Patient specimens

Primary iCCA tumors and non-tumor gallbladder tissue specimens, fixed in paraffin, were collected from The Third Affiliated Hospital of Southern Medical University and The First People’s Hospital of Foshan. All cases were pathologically confirmed, with approval from the hospital’s institutional review board (N202504-08).

### Immunohistochemistry (IHC)

Tissue sections were incubated at 60 °C for one hour, deparaffinized and rehydrated through graded ethanol. Antigen retrieval was conducted in pH6.0 citric acid buffer (Servicebio, China) using microwave heating. Peroxidase activity was blocked with hydrogen peroxide, and non-specific binding was blocked with goat serum. The sections were subsequently incubated overnight with a primary antibody at 4 °C, followed by a one-hour incubation with a secondary antibody at room temperature the following day. Protein expression was visualized using a DAB kit (Beyotime, China), and sections were counterstained with hematoxylin and mounted. Finally, images were acquired using the EVOS FL Auto (USA). All antibodies used in this study are described in Supplementary Table 2.

### Caspase-3/7 activity and cell growth

Caspase-3/7 activity was measured using the caspase-Glo 3/7 assay kit (Promega Corporation, USA) according to the manufacturer’s instructions, and results were standardized to the protein concentration. For cell growth assays, cells were seeded in 6-well plates at 1 × 10^5^ cells per well and treated as indicated. Total viable cells were counted with a cell counter.

### Colony formation

RBE, HUCCT-1 or HUCCT-1-Pemi-R cells were seeded in 6-well plates and cultured for 14 days, with the medium changed and compounds treatment every 3 days. Then, colonies were fixed with 4% paraformaldehyde (Beyotime, China) for 15 min, washed three times with PBS, and stained with crystal violet (Beyotime, China) for 15 min. The number of colonies was quantified after washing three times with PBS.

### Quantitative reverse transcription polymerase chain reaction (qRT‒PCR)

Total RNA was extracted using TRIzol (Yeasen Biotechnology, China), and cDNA was prepared according to the manufacturer’s protocol. qRT‒PCR was performed using SYBR Green Supermix (Dongsheng Biotech, China) on a CFX96^TM^ Real-Time System (Bio-Rad, CA, USA). The experiments were performed at least three times independently. 

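Matched without mismatch to the GENCODE release 44 transcripts, the FGF1 primers ATGGCACAGTGGATGGGACAAG and TAAAAGCCCGTCGGTGTCCATG hit FGF1 alone and span 137 bp in 9 protein-coding transcripts and 132 bp in 1. The FGFR2 primers CGCTGGTGAGGATAACAACACG and TGGAAGTTCATACTCGGAGACCC hit FGFR2 alone and span 80 bp in 21 of its 25 protein-coding transcripts. The β-actin reverse primer also matched ACTBP2, a processed pseudogene, and the forward primer did not.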

Primers sequences for the qRT‒PCR are shown in Supplementary Table 3.

### Chromatin immunoprecipitation (ChIP)-qPCR

Cells were fixed with paraformaldehyde in the culture medium, and crosslinking was quenched with glycine. Cells were harvested by centrifugation, resuspended, and lysed in Farnham lysis buffer. After centrifugation, the pellet was resuspended in RIPA buffer and subjected to ultrasonication for 15 min using the Covaris E220 according to the manufacturer’s instructions. Subsequently, a small aliquot of the cell lysate was mixed overnight with Dynabeads™ Protein G magnetic beads pre-incubated with the target antibody. DNA fragments were purified using the GeneJET PCR Purification Kit (Thermo Scientific, K0702, USA) and subsequently analyzed by real-time PCR. The primer sequences for ChIP-qPCR are listed in Supplementary Table 4.

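Each ChIP-qPCR primer matched GRCh37 at 1 place without mismatch. The FGF1 primers TAAAGGCAGGCTCAAACCCT and GCAAAGAACACACTGCCTCC bound a 277 bp region on chromosome 5 from 142002053 to 142002329, in an intron of FGF1. The midpoint of this region lies 1284 bp upstream of the start of the protein-coding transcript FGF1-202 and 63464 bp downstream of the start of the transcript marked canonical by Ensembl. The FGFR2 primers ATCGCTCTGGTGGAGAGAGG and GGCAGTGGACAGCCAATAAC bound a 275 bp region on chromosome 10 from 123279678 to 123279952. Its first 6 bases overlap exon 7 of the canonical FGFR2 transcript (123279493 to 123279683), and the rest lies in the intron before that exon, 78143 bp downstream of the canonical start. The midpoint of the region lies 1472 bp upstream of the nearest annotated start, that of an FGFR2 transcript with no defined coding sequence. The FGFR2 region holds 1 AGGTCA half-site, the core that ROR receptors bind, on the minus strand from 123279769 to 123279774, in the sequence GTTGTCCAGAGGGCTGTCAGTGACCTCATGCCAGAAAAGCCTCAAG. The FGF1 region holds none, and 0.13 would be expected by chance in a region of either length. Only these 6 bases were searched, without the bases beside them and only within the amplified regions. The match and its absence therefore do not settle whether RORγ binds at or near either region.

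**Figure D4:**
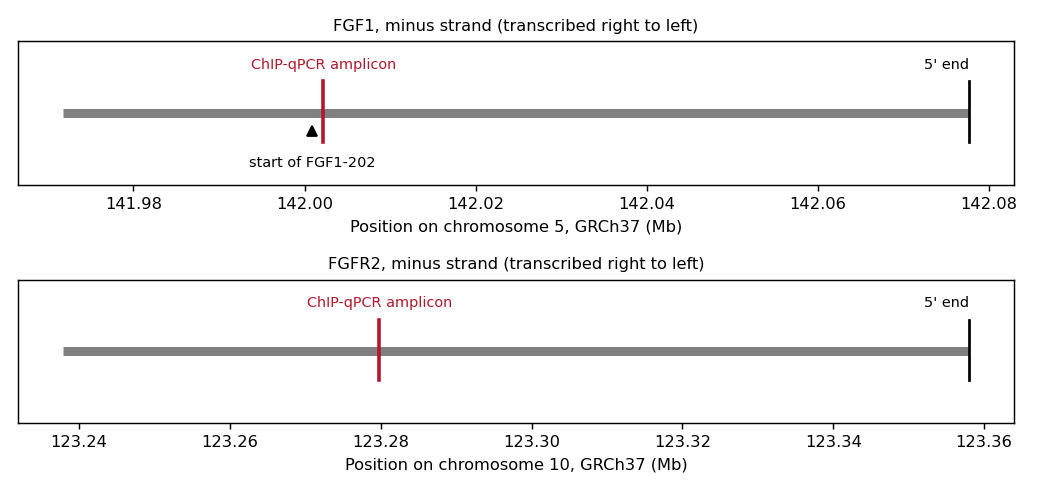
Gray bars span the FGF1 and FGFR2 genes along chromosomes 5 and 10 of GRCh37, with a red line at the region amplified by the ChIP-qPCR primers and a black line at the gene's annotated 5' end. The triangle marks the start of transcript FGF1-202.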

### Western blotting analysis

Cells were lysed in RIPA lysis buffer supplemented with protease inhibitors. Protein concentrations were quantified using a BCA assay kit (Beyotime, China). Equal amounts of protein were separated by Tris-glycine SDS‒PAGE and transferred to PVDF membranes (EMD Millipore, ISEQ00010). Membranes were blocked with 5% skim milk, incubated overnight at 4 °C with primary antibodies, and then with HRP-conjugated secondary antibodies (Cell Signaling Technology, USA). Western blotting analysis was performed using antibodies specifically against RORγ and other indicated proteins. All antibodies used in this study are described in Supplementary Table 2.

### RNA sequencing analysis

HUCCT-1 cells were treated with vehicle, or XY101 (5 µM) for 2 days. Total RNA was extracted, and RNA sequencing (RNA-seq) libraries were constructed using the Illumina TruSeq Kit. RNA-seq was performed by Beijing Genomics Institute (BGI, Shenzhen, China). Briefly, poly(A)⁺ mRNA was enriched using oligo(dT) magnetic beads. cDNA was synthesized under high-temperature conditions and purified according to the kit protocol. The reads were aligned to the reference human genome assembly (GRCh37/hg19) using BWA and Bowtie 2. Gene expression levels were quantified from the RNA-seq data using RSEM, and a heatmap was subsequently generated to visualize the expression profiles.

### Enzyme linked immunosorbent assay (ELISA)

The concentration of FGF1 in culture supernatants was measured using an ELISA kit (ELK Biotechnology, China). First, the cell supernatant was centrifuged at 1000 × *g* for 20 min to remove impurities and cellular debris. The clarified supernatant was then transferred to a pre-coated microplate (100 μL per well) and incubated at 37 °C for 80 min. After washing, 100 μL of biotinylated antibody working solution was added and incubated at 37 °C for 50 min. Following another wash, 100 μL of horseradish peroxidase (HRP) enzyme working solution was introduced, and the incubation was continued for 50 min at 37 °C. After the final wash, 90 μL of TMB substrate was added and incubated at 37 °C for 20 min. The reaction was stopped by adding 50 μL of stop solution, and absorbance was measured at 450 nm immediately.

### Bioinformatics analysis

The gene expression dataset GSE138709 was obtained from the Gene Expression Omnibus (GEO) database. Data processing was conducted using R (version 3.4; Bioconductor) with the edgeR package. Of note, the expression and distribution of *RORC* were analyzed specifically in tumor samples, whereas all other analyses utilized both tumor and adjacent normal tissues. Gene alterations were analyzed using cBioPortal for Cancer Genomics.

### Animal experiments

Four-week-old male NOD/SCID mice (average body weight ~18 g) were purchased from Nanjing Biomedical Research Institute of Nanjing University (Nanjing, China). To generate a xenograft model, exponentially growing HUCCT-1 or HUCCT-1-Pemi-R cells (1 × 10^7^ cells) were suspended in 100 μL of PBS and Matrigel (1:1) and injected subcutaneously into the flank of the mice. When the average estimated tumor volume reached ~50 mm^3^, mice were grouped randomly with comparable tumor volume. Tumor volume and body weight were measured twice weekly. Tumor volume was calculated using the equation V = π/6 (length × width^2^). At the end of the experiment, the mice were sacrificed. Tumors were harvested, weighed and processed for immunohistochemistry. All procedures were approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University (SYSU-IACUC-2023-001164). All in vivo experiments employed group sizes of *n* ≥ 5 animals. Blinding was maintained during group allocation, data collection, and analysis.

### Statistical analysis

All statistical analyses were conducted with GraphPad Prism 9.5 (GraphPad Software, USA). As for in vitro experiment, results are presented as mean ± SD from three independent experiments. For in vivo studies, tumor volume and tumor weight are presented as mean ± SEM. Statistical significance was evaluated using a two-tailed Student’s *t* test for comparisons between two groups, and one-way analysis of variance (ANOVA) was used for comparisons between three or more groups. *p* values < 0.05 were considered to be significant. *p* values were calculated for *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary information

Supplemental Material 1

Supplemental Material 2

## Data Availability

The raw RNA-seq data reported in this paper have been deposited in Gene Expression Omnibus with GEO accession GSE306923. The single-cell RNA-seq dataset (GSE138709) of intrahepatic cholangiocarcinoma (ICC) was obtained from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/). All associated data supporting this research are available upon reasonable request from the lead contact.

## Code availability

This paper does not involve the creation of any original code.

# Supplementary material for: FGF1-FGFR2 axis regulated by nuclear receptor RORγ represents an effective strategy in intrahepatic cholangiocarcinoma
**Source:** Cell Death Discov. 2025 Dec 22;11:562. doi: 10.1038/s41420-025-02844-8
**Supplement:** Supplementary file 1 — Supplemental Material 1

**FGF1-FGFR2 axis regulated by nuclear receptor RORγ represents an effective strategy in intrahepatic cholangiocarcinoma**

**Zhanfeng Gu^1,8^, Xiaojuan Wang^3,8^, Hong Wang^2,8^ Junhua Wang^4,8^, Zhaorong Huang^1^, Dongyue Pan^7,1^, Zhenhua Zhang^2^, Yechun Zeng^2^, Guodi Cai^2^, Huizi Sun^2^, Jun Zheng^1^, Yichu Nie^4^, Qingwen Zhang^5^, Haolong Li^6^，Franky Leung Chan^6^, Junjian Wang^2, *^, Jianwei Zheng ^2, *^, Yingfang Fan^1,*^**

^8^ These authors contributed equally: Zhanfeng Gu, Xiaojuan Wang, Hong Wang, and Junhua Wang.

**
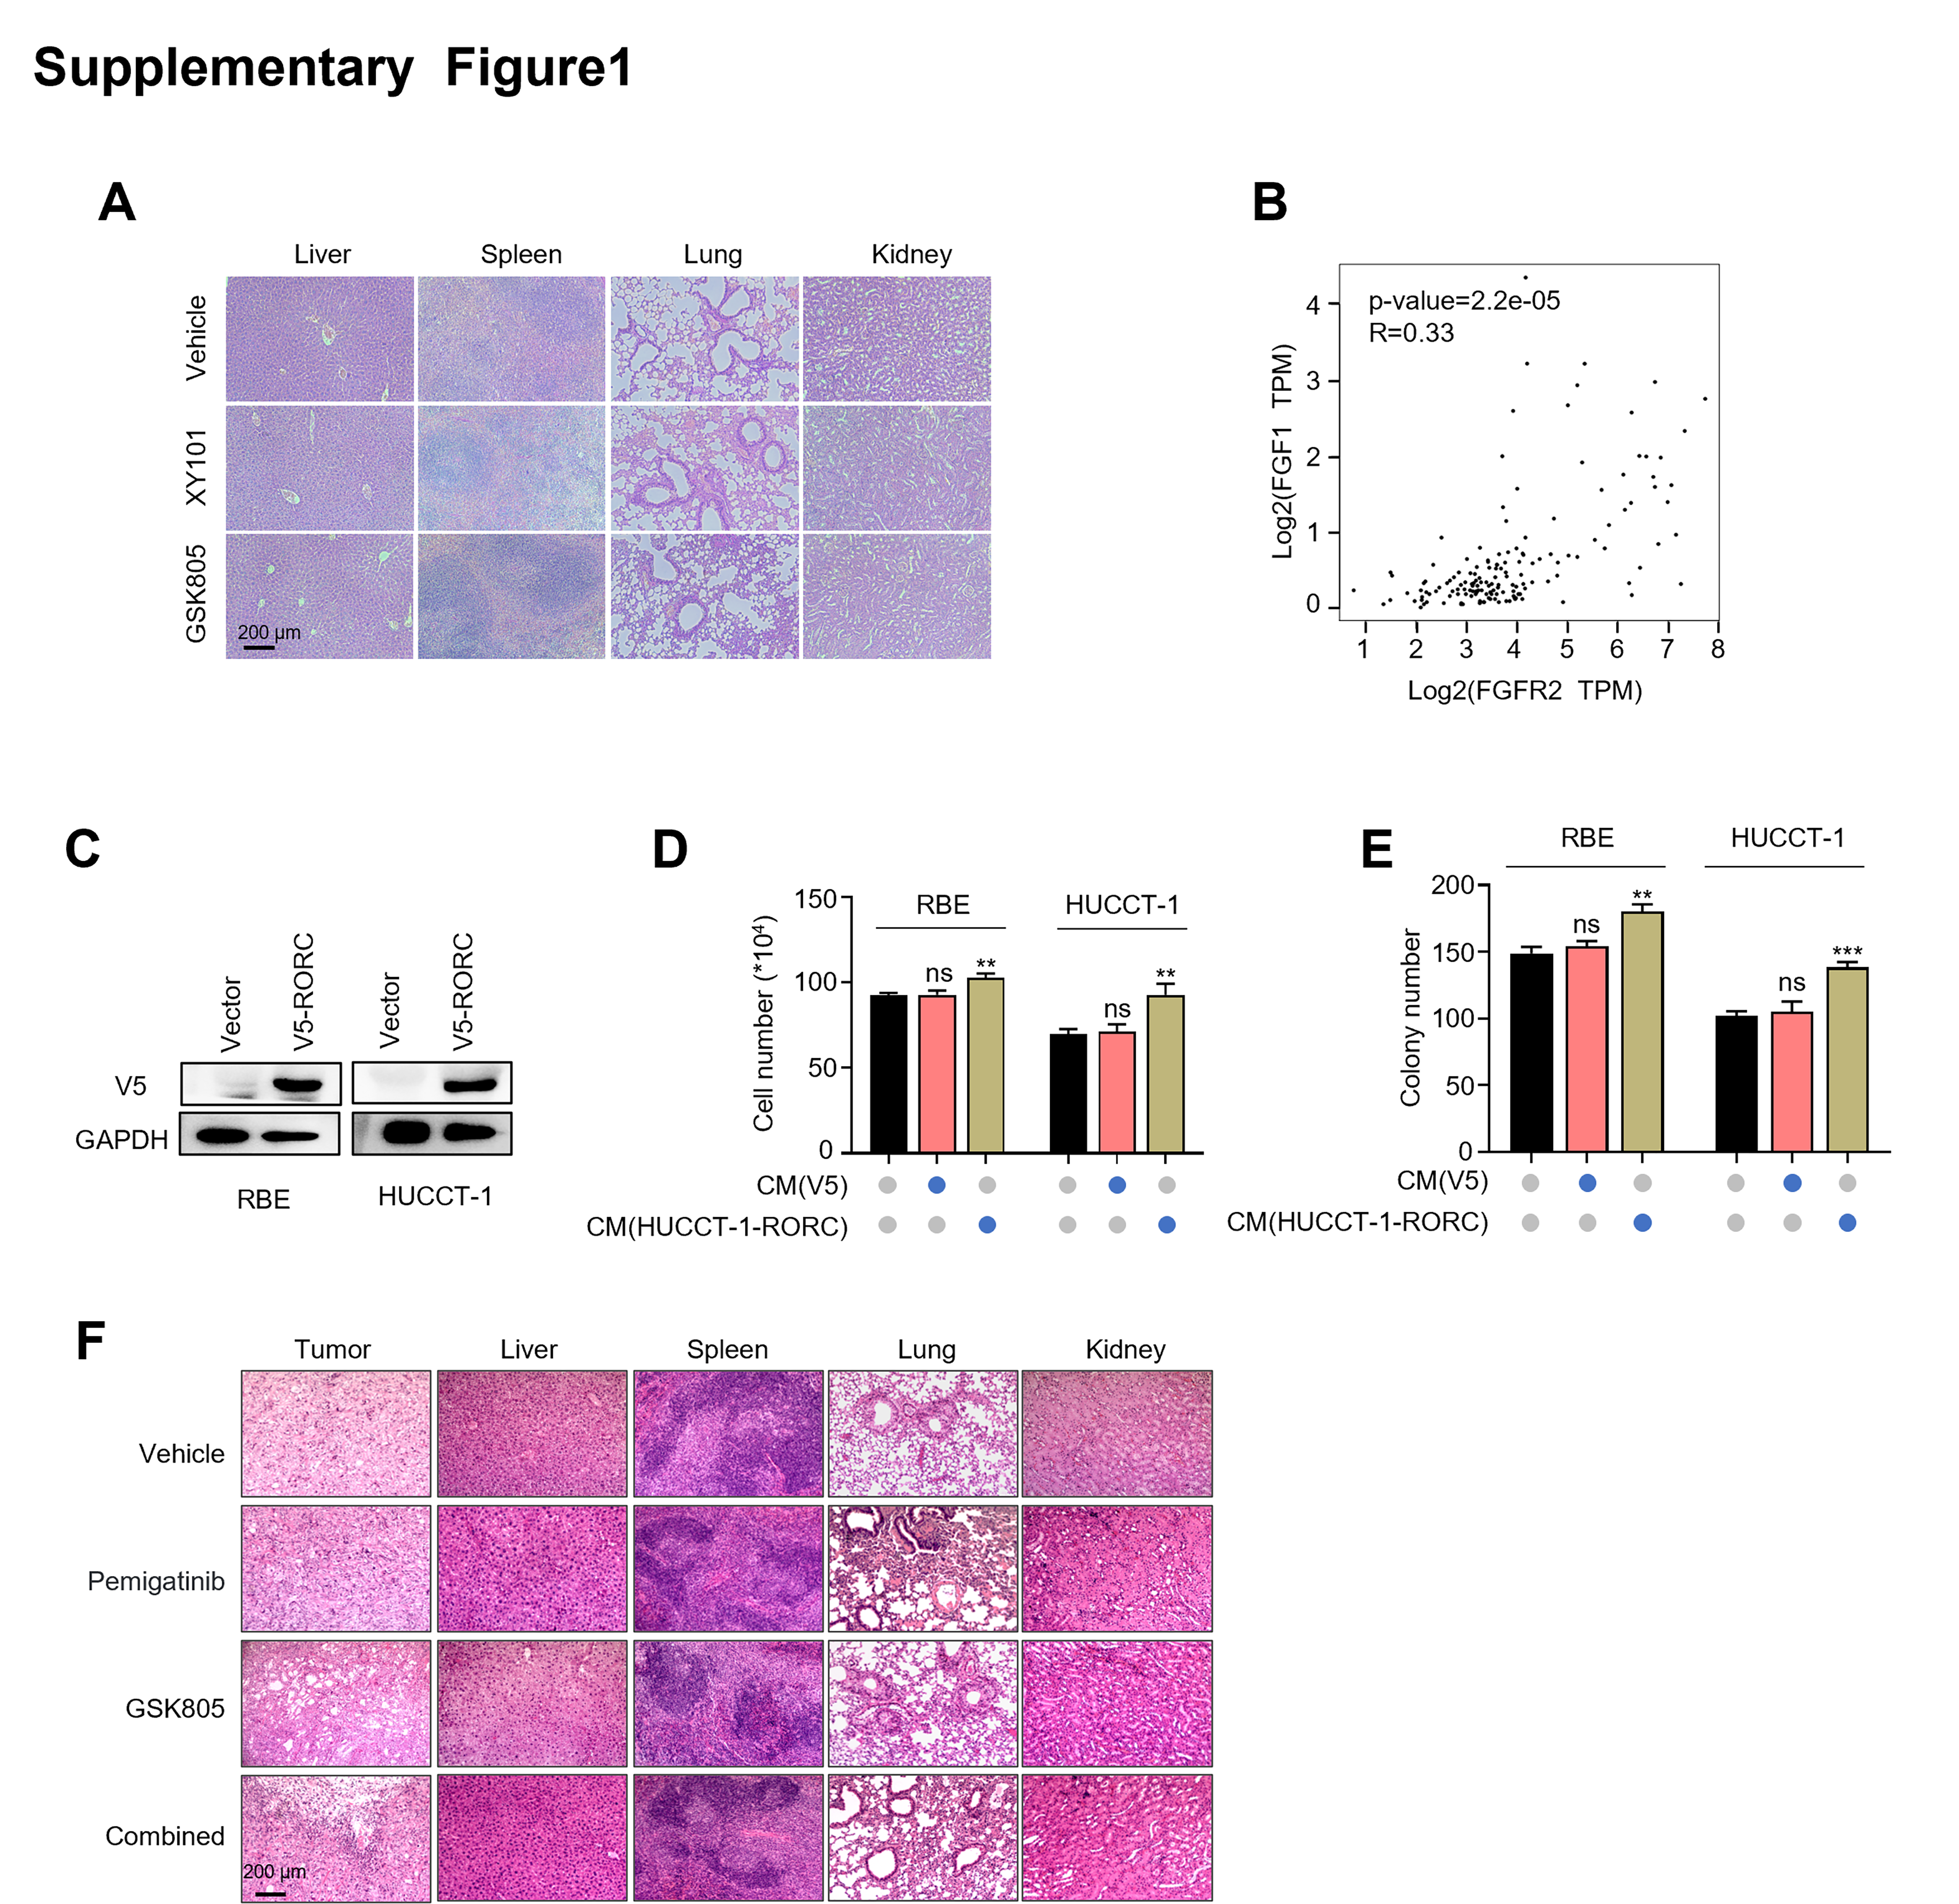
**

**Supplementary Figure 1. Functional validation of RORγ's role in iCCA tumorigenesis.**

**A** Representative H&E-stained tumor sections and major organs histology (liver, spleen, lung, kidney) from HUCCT-1 xenografts. Scale bar, 200 μm.

**B** Correlation of FGF1 and FGFR2 mRNA expression in iCCA.

**C** Western blotting of the indicated proteins after RORγ-overexpression in iCCA cells. *n*=3 biological replicates.

**D** HUCCT-1 and RBE cells receiving treatment with conditioned medium from wild type and RORγ-overexpression HUCCT-1 cells, and live cells were counted. *n*=3 biological replicates.

**E** Colony formation assays were performed in iCCA cells receiving treatment with conditioned medium from wild type and RORγ-overexpression HUCCT-1 cells. *n*=3 biological replicates.

**F** H&E staining of tumor sections and major organs from HUCCT-1-Pemi-R bearing mice is shown. Scale bar, 200 μm.

All data from *in vitro* experiments shown above are the mean ± SD and data shown from *in vivo* experiments are the mean ± SEM.**p* < 0.05, ***p* < 0.01, ****p* < 0.001.

**Supplementary Table 1. Primer sequences for siRNA transfection.**

| Oligo Name | Sequence（5'-3'） | |
| --- | --- | --- |
|  |  |  |
| si-RORC-1 | Forward | CGAGGAUGAGAUUGCCCUCUATT |
|  | Reverse | UAGAGGGCAAUCUCAUCCUCGTT |
| si-RORC-2 | Forward | GCCCUCAUAUUCCAACAACUUTT |
|  | Reverse | AAGUUGUUGGAAUAUGAGGGCTT |
| si-FGF1-1 | Forward | GCCCUGACCGAGAAGUUUAAUdTdT |
|  | Reverse | AUUAAACUUCUCGGUCAGGGCdTdT |
| si-FGF1-2 | Forward | GAGAAGUUUAAUCUGCCUCCAdTdT |
|  | Reverse | UGGAGGCAGAUUAAACUUCUCdTdT |
| siCont | Forward | CAGTCGCGTTTGCGACTGG |
|  | Reverse | CCAGTCGCAAACGCGACTG |

**Supplementary Table 2. Antibodies for wb and IHC.**

| Antibodies | Source | Identifier | Dilution |
| --- | --- | --- | --- |
| RORγ | Proteintech | 29910-1-AP | 1:200(IHC) |
| RORγ | Proteintech | 29910-1-AP | 1:500(wb) |
| GAPDH | Cell Signaling Technology | #2118 | 1:1000 |
| PARP | Cell Signaling Technology | #9542 | 1:1000 |
| cleaved-Caspase7 | Cell Signaling Technology | #9491 | 1:1000 |
| FGF1 | Cell Signaling Technology | #26526 | 1:1000 |
| p-FGFR2 | Cell Signaling Technology | #3471S | 1:1000 |
| FGFR2 | Cell Signaling Technology | #23328 | 1:1000 |
| ERK | Cell Signaling Technology | #4695 | 1:1000 |
| p-ERK | Cell Signaling Technology | #5683 | 1:1000 |
| Anti-mouse IgG | Cell Signaling Technology | #7076 | 1:5000 |
| Anti-rabbit IgG | Cell Signaling Technology | #7074 | 1:5000 |

**Supplementary Table 3. Primer sequences for qRT-PCR.**

| Genes | Sequence（5'-3'） | |
| --- | --- | --- |
|  |  |  |
| FGF1 | Forward | ATGGCACAGTGGATGGGACAAG |
|  | Reverse | TAAAAGCCCGTCGGTGTCCATG |
| FGFR2 | Forward | CGCTGGTGAGGATAACAACACG |
|  | Reverse | TGGAAGTTCATACTCGGAGACCC |
| β-Actin | Forward | GAGAAAATCTGGCACCACACC |
|  | Reverse | ATACCCCTCGTAGATGGGCAC |

**Supplementary Table 4. Primer sequences for ChIP-qPCR assay.**

| Genes | Sequence（5'-3'） | |
| --- | --- | --- |
|  |  |  |
| FGF1 | Forward | TAAAGGCAGGCTCAAACCCT |
|  | Reverse | GCAAAGAACACACTGCCTCC |
| FGFR2 | Forward | ATCGCTCTGGTGGAGAGAGG |
|  | Reverse | GGCAGTGGACAGCCAATAAC |

# Supplementary material for: FGF1-FGFR2 axis regulated by nuclear receptor RORγ represents an effective strategy in intrahepatic cholangiocarcinoma
**Source:** Cell Death Discov. 2025 Dec 22;11:562. doi: 10.1038/s41420-025-02844-8

Figure 2A

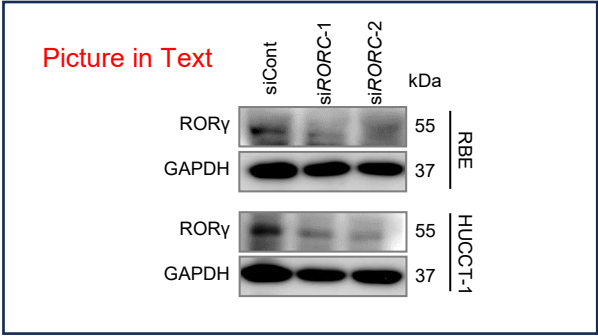

Original wb picture

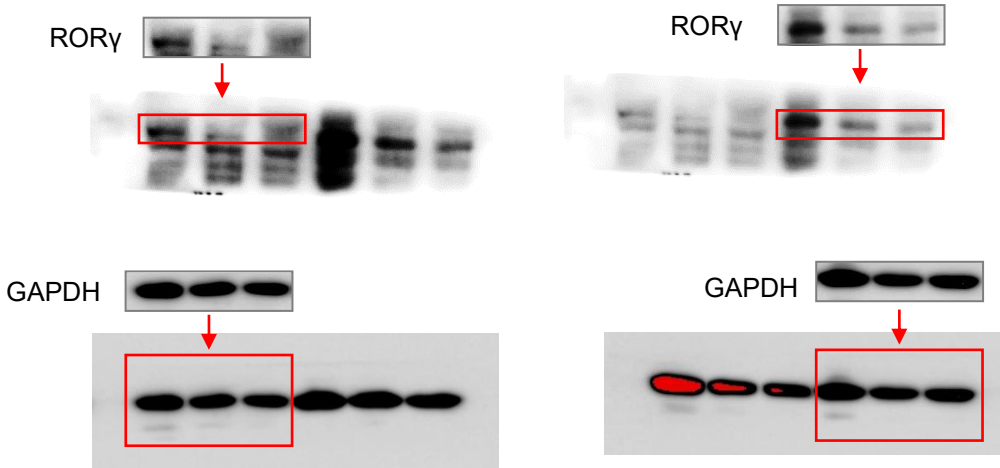

Figure 2D

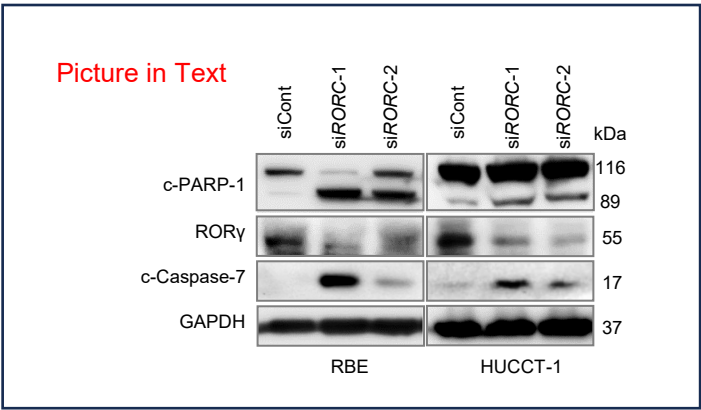

Original wb picture

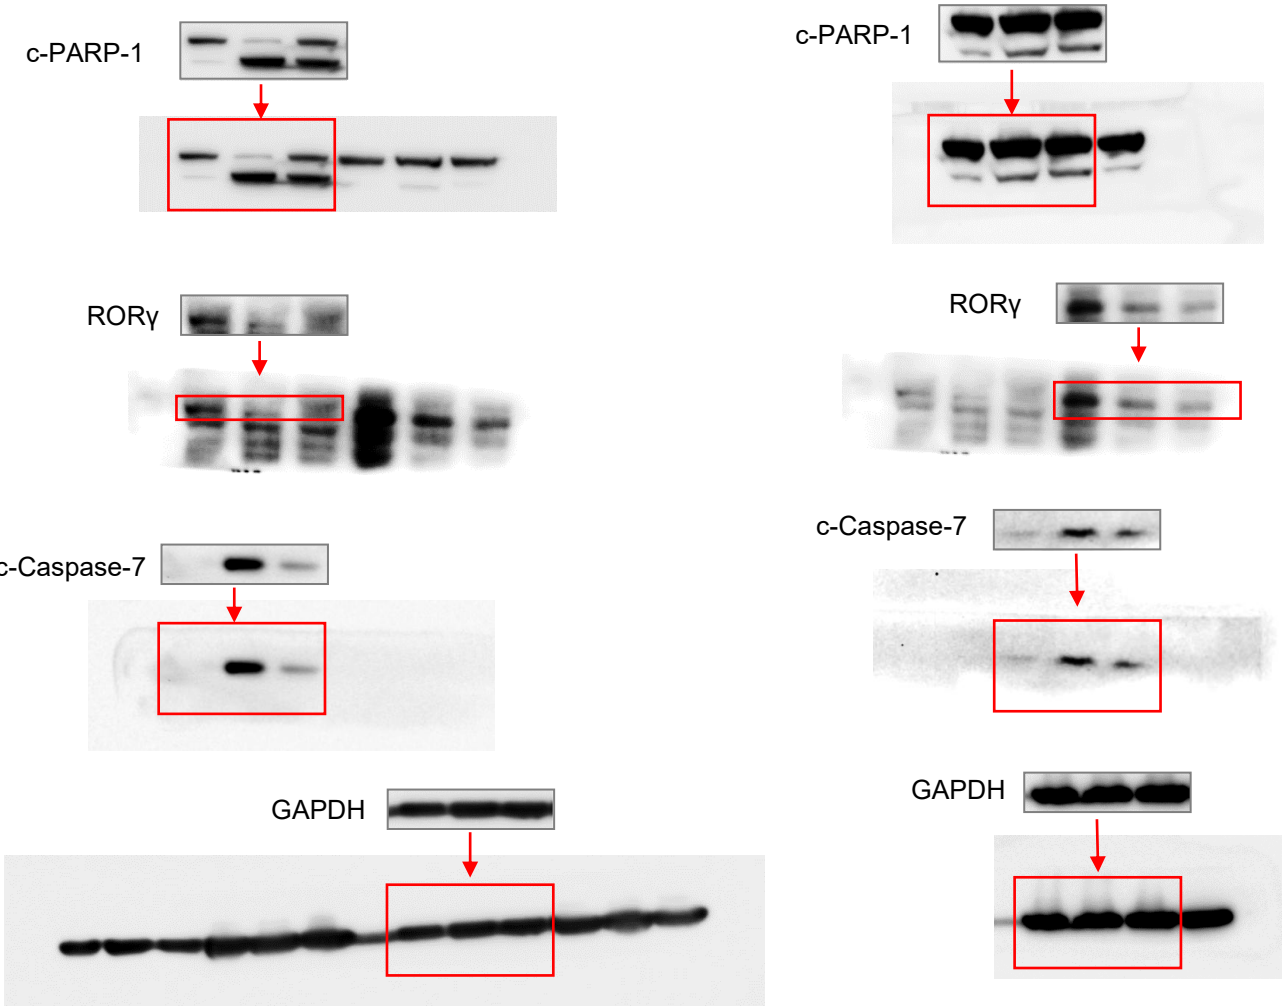

Figure 2I

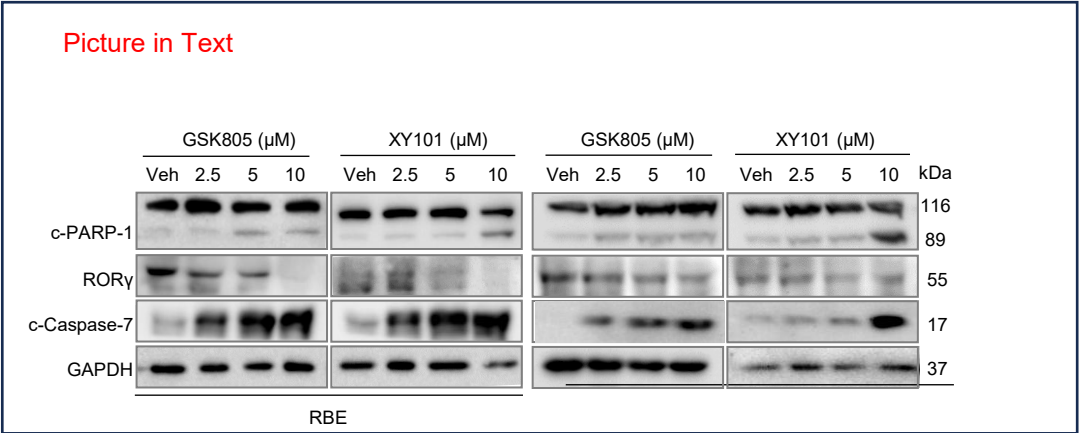

Original wb picture(RBE)

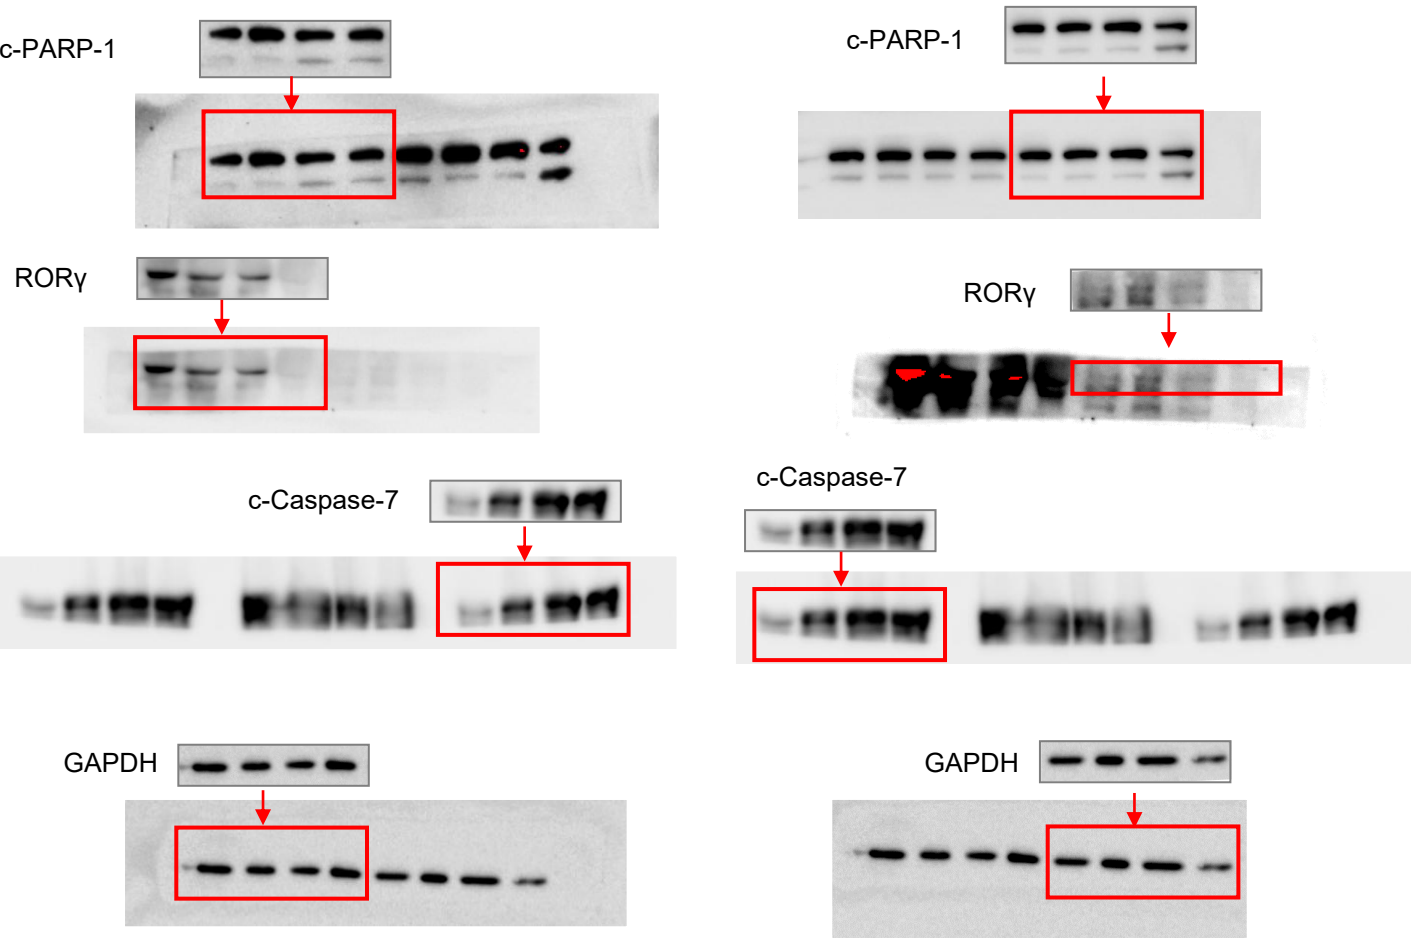

Figure 2I

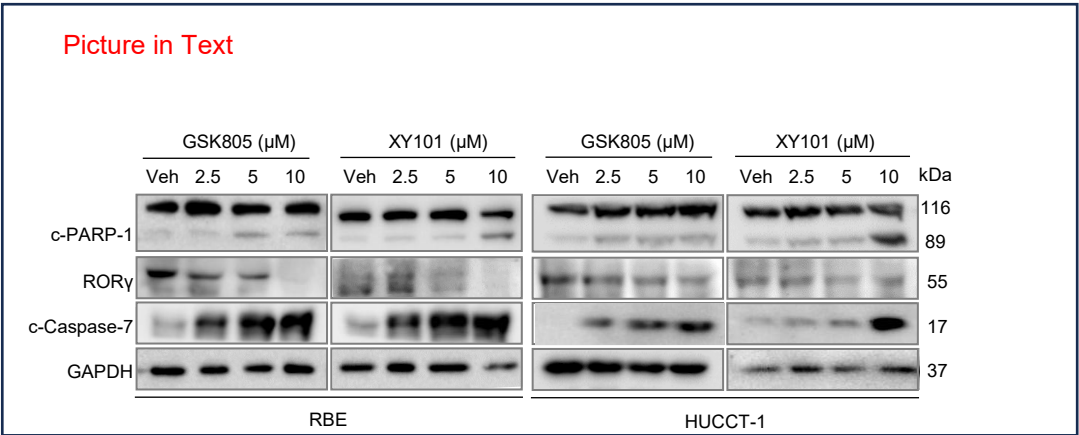

Original wb picture(HUCCT-1)

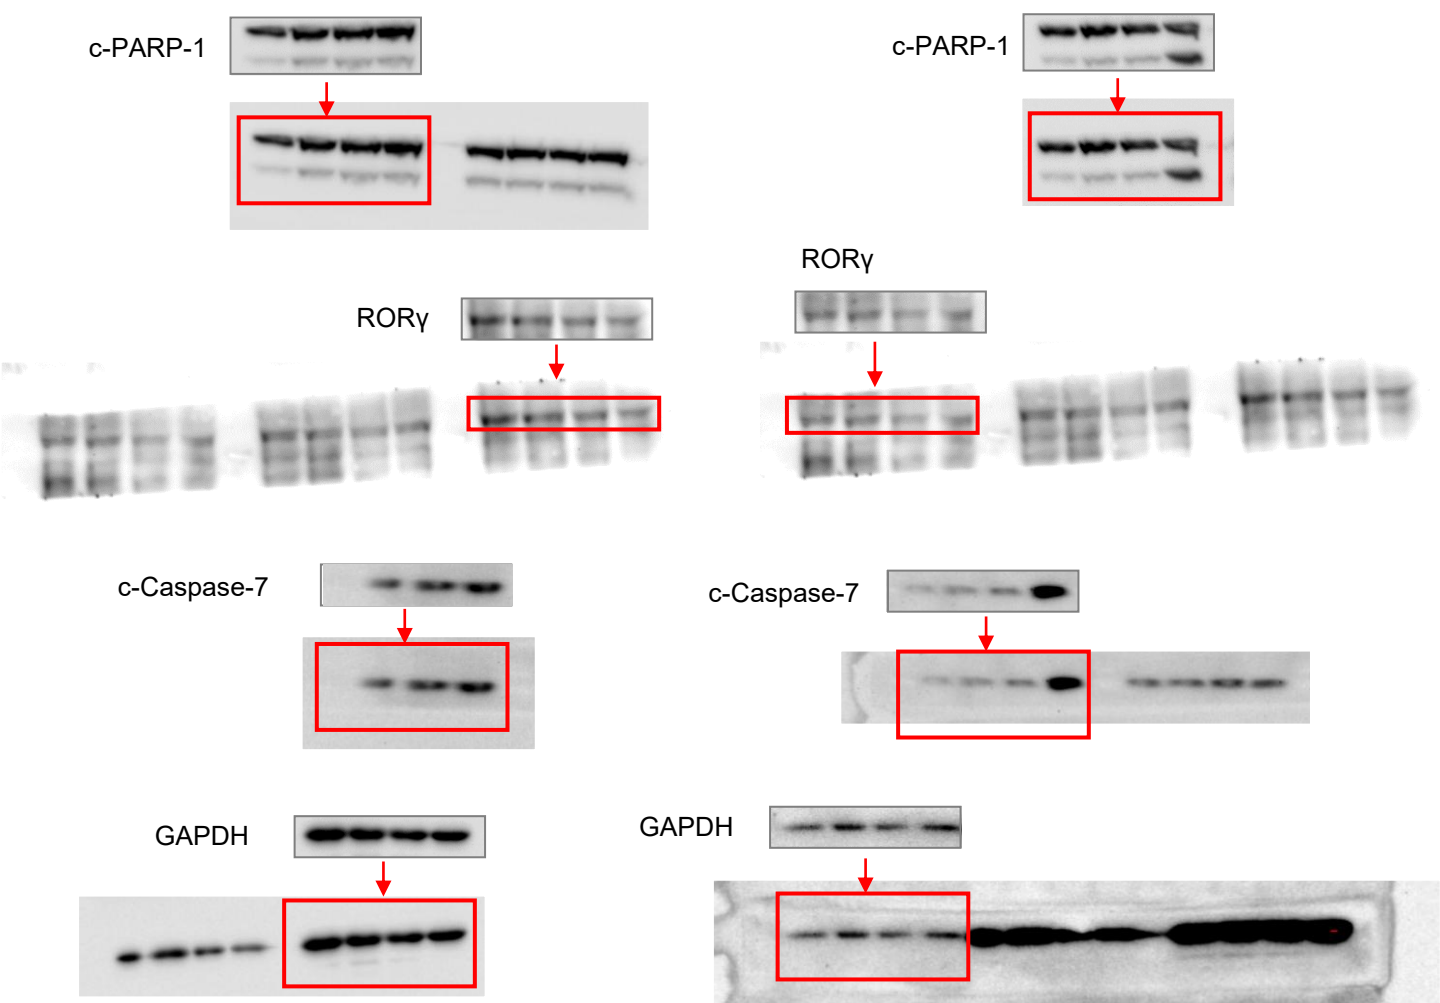

Figure 4G

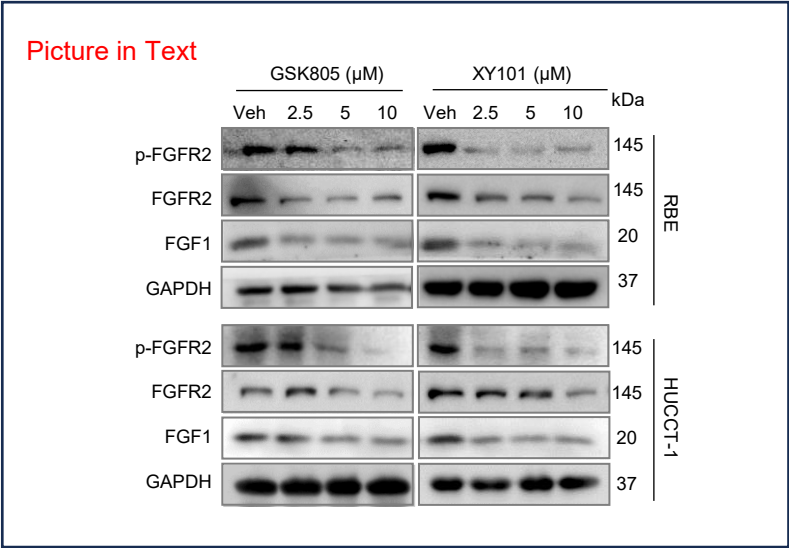

Original wb picture(RBE)

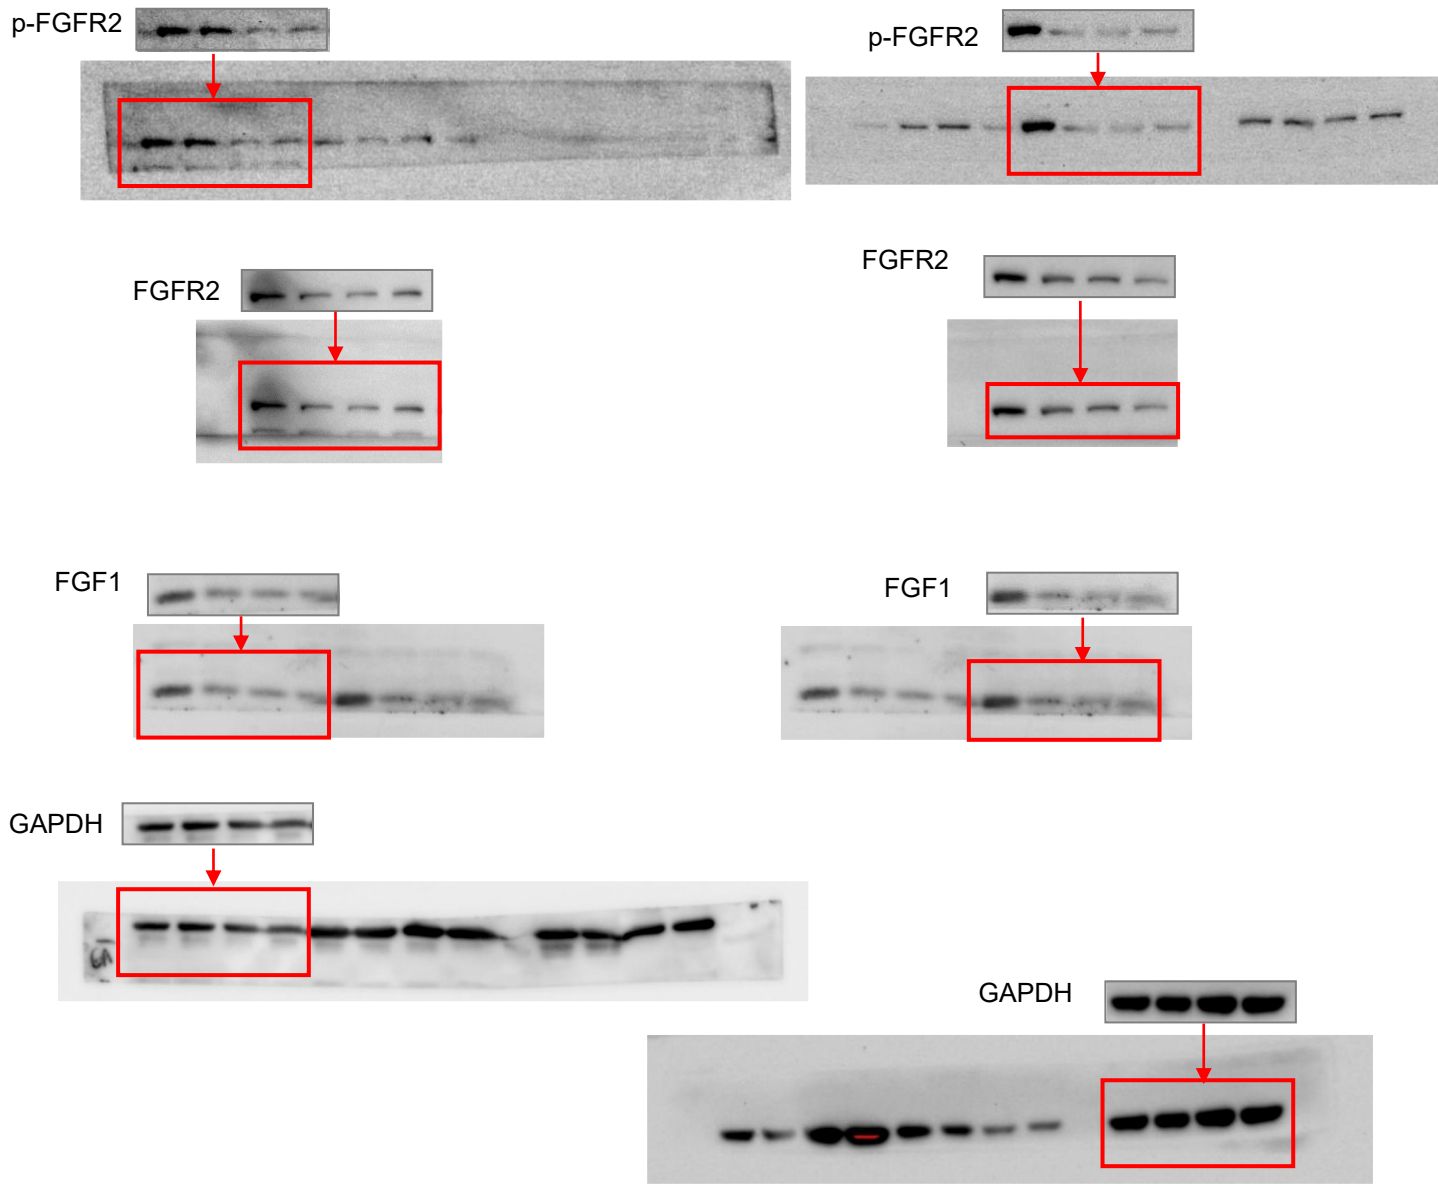

Figure 4G

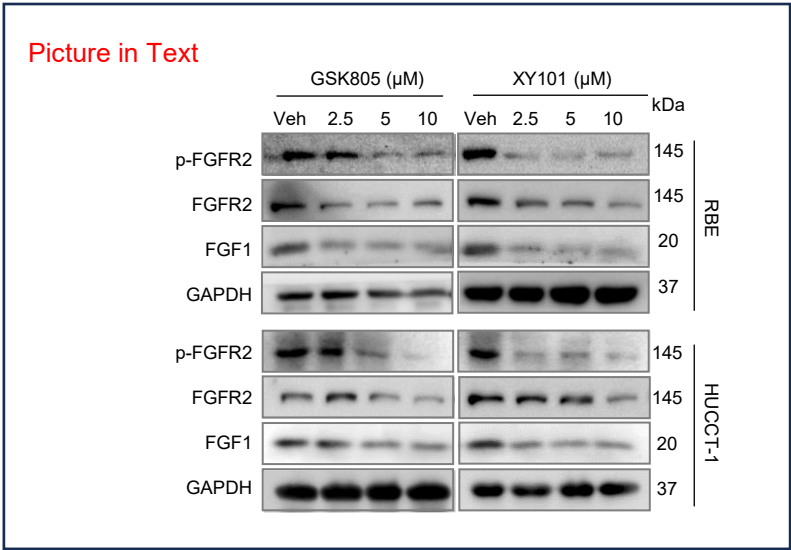

Original wb picture(HUCCT-1)

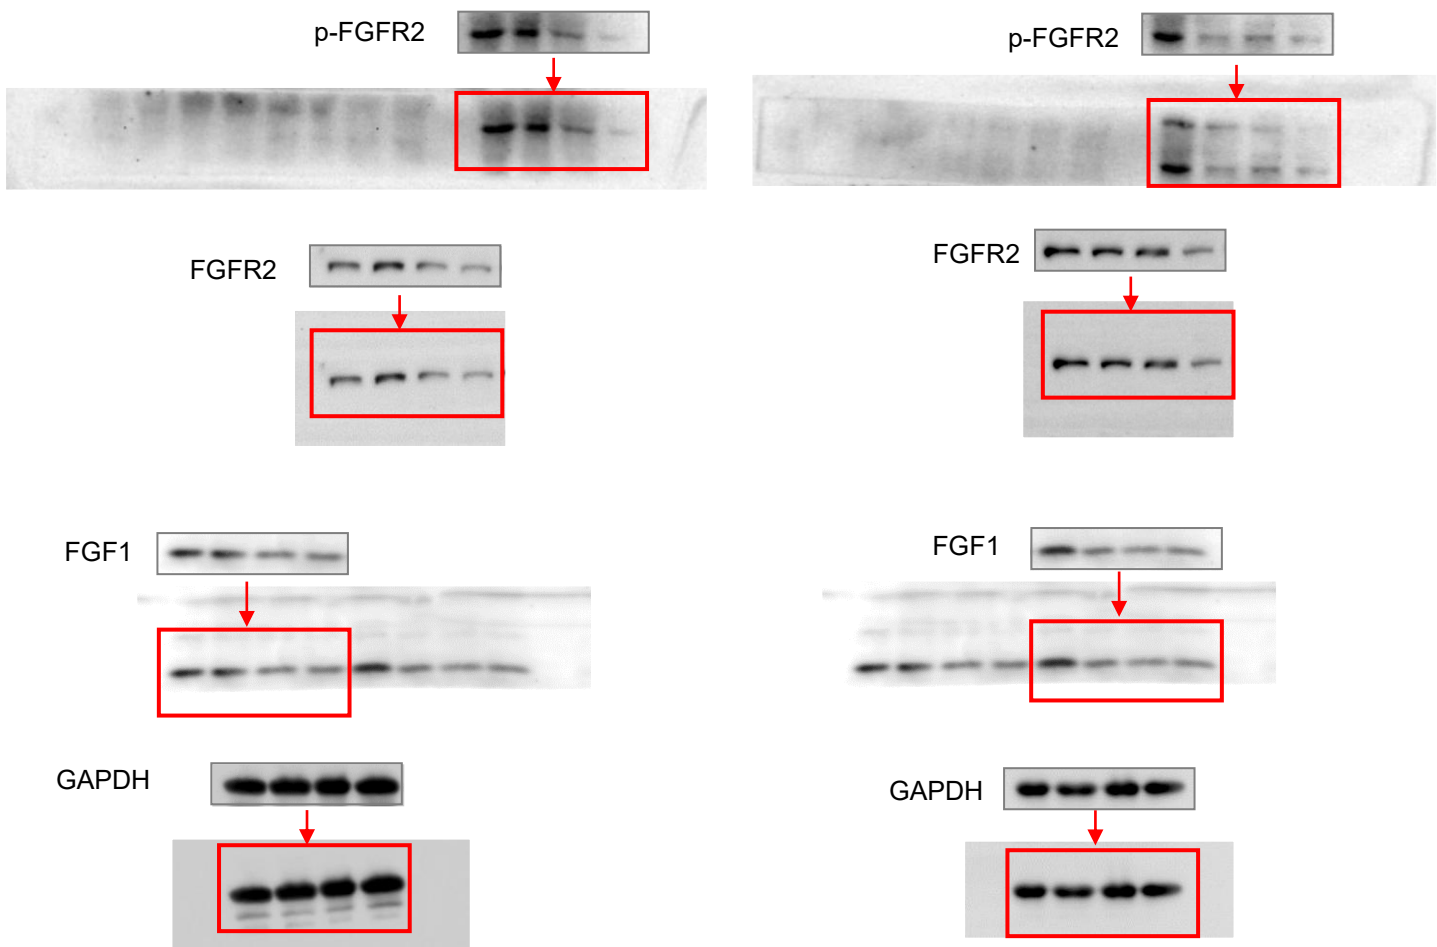

Figure 5A

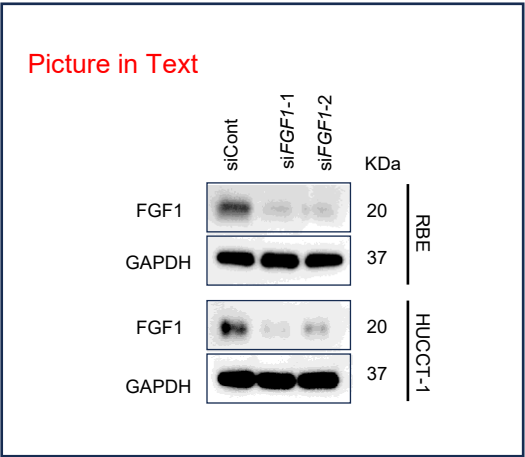

Original wb picture

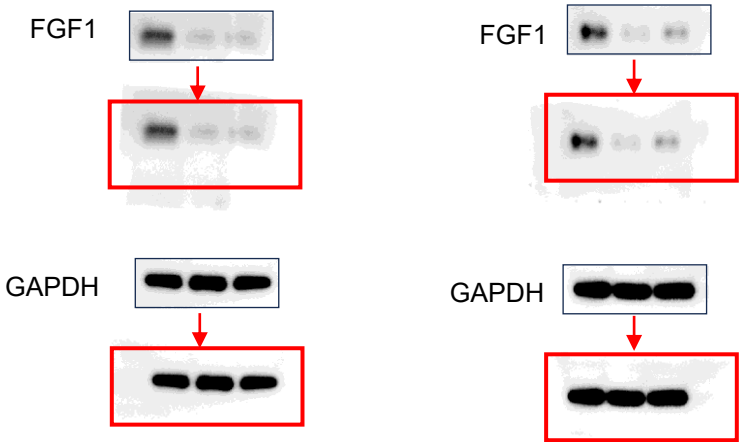

Figure 5F

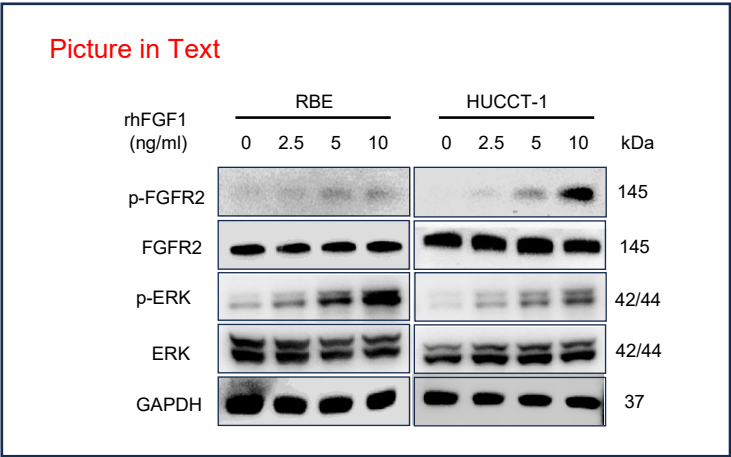

Original wb picture

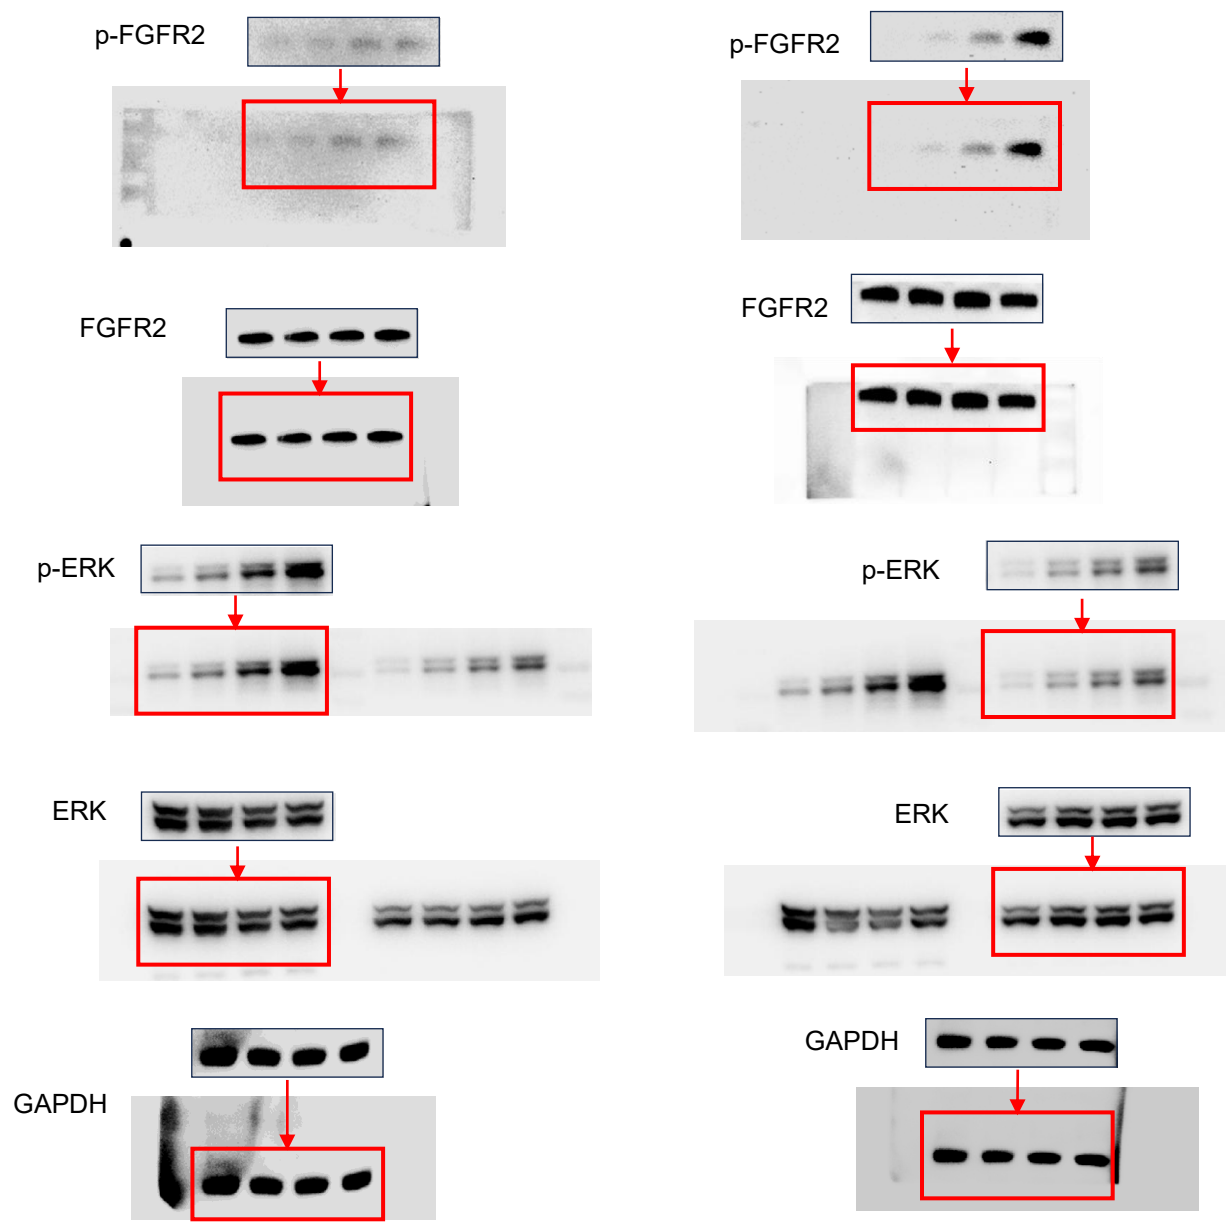

Figure 6B

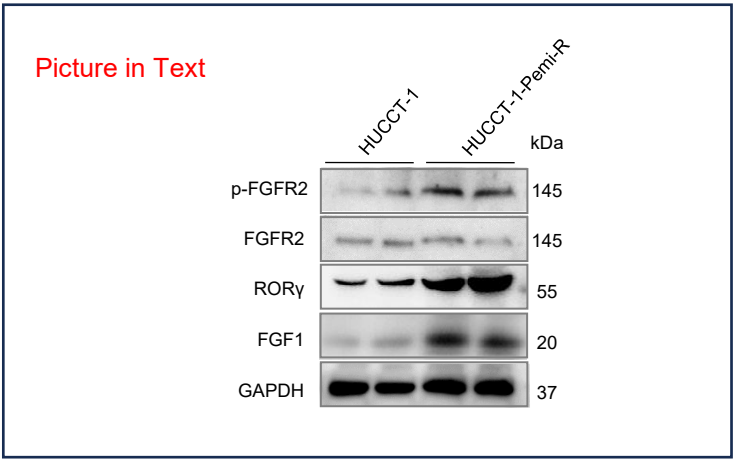

Original wb picture

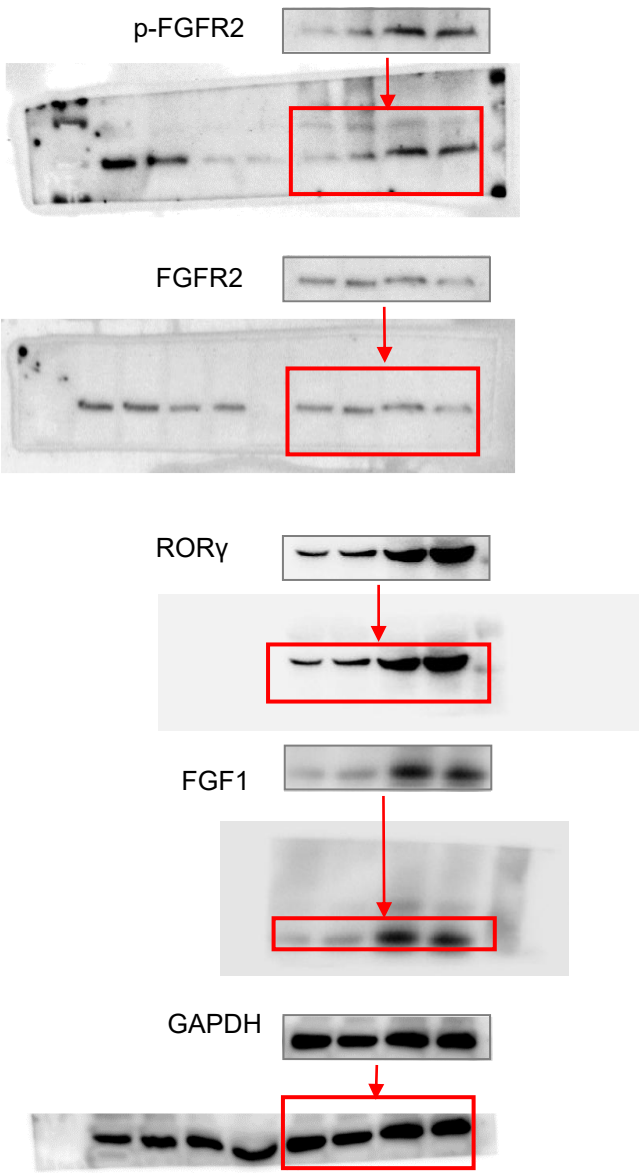

Supplementary Figure 1

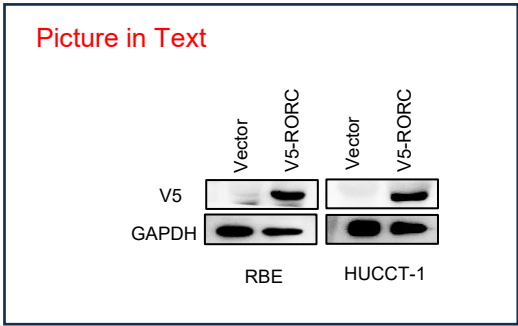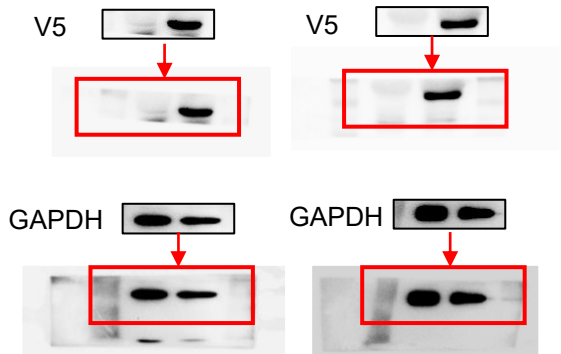

**Supplement:** Supplementary file 2 — Supplemental Material 2

How the deposited data were processed for this re-analysis (not part of the article)

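RNA-seq of HUCCT-1 cells was analysed from 1 vehicle library and 1 library of cells treated with 5 μM XY101 for 2 days (48 h in the sample labels); the labels also name GSK805, and such samples were not analysed here. The vehicle sample is titled Con2, and whether another control library exists is not known here. The deposited values are FPKM made by the authors and rounded to 2 decimals. The paper's methods describe a TruSeq library, alignment to GRCh37/hg19 with BWA and Bowtie 2 and quantification with RSEM. The submitters' notes name a KAPA mRNA HyperPrep library, GRCh38, FastQC, HISAT2, HTSeq 0.11.2, DESeq2 and limma 3.40.6 without roles. The accounts differ on the aligner, the counter and the build, which decides how reads of near-identical genes were divided. The deposited table has 17424 rows. Of these, 770 hold annotation text and no gene and were left out, and 16654 genes with 2 FPKM values were used.

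A log2 ratio of XY101 to vehicle was computed with a pseudocount of 0.1 FPKM. Genes with a mean FPKM of at least 1 and a ratio of at least 2-fold were counted. With 1 library per condition no test was run. Each group of genes was described by its median log2 ratio and that median's percentile among 10000 random groups drawn from the same 20 bins of mean FPKM. FGF1 and FGFR2 were set among the 500 genes nearest in mean FPKM. Group members were matched by symbol and otherwise by NCBI gene number through RefSeq gene names (assembly GRCh38.p14). Of 32 groups listed before the data were examined, 28 had at least 3 members at a mean FPKM of 1. Named genes were fixed by rule: FGF ligands, FGF receptors and related genes; genes the paper measures by other means; the 10 highest and 10 lowest ratios at a mean FPKM of at least 5; and up to 4 members of each group described. The results of some of these genes are not reported here. The heatmap of Fig. 4A had been seen when the rule was written.

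Depth is not given in the sources used here. It was estimated by scanning for the depth and length offset at which low FPKM values of genes with a single annotated transcript became whole fragments. A true depth also scores at its multiples, so the lowest depth within 80% of the best score was taken. This rule was added after a first scan had put the XY101 library at a multiple of its depth. The result, 17500000 and 18000000 fragments with offsets of 300 and 310 nt, is approximate, because the lengths behind the FPKM values are not in the file. Counting intervals made from it cover counting error only.

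The steps were tested on simulated data. In 5 simulated pairs of libraries for this comparison, 200 genes were changed 4-fold and counting error was the only noise. A ratio of at least 2-fold was recovered for 100.0% of the genes raised and 99.0% of those lowered, scored without the filter on mean FPKM. Under the full rule, a median of 133 genes were higher and 123 lower over 10871 genes. Of 200 random groups of 15 genes, 5.5% fell outside the central 95%, where 5% would by construction. Alternatives covered the pseudocount, the filter, the threshold, centring, scaling and unmatched random groups. Primer and siRNA sequences from the supplement were matched exactly to GENCODE release 44 transcripts and to GRCh37. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.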

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

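All groups below were listed before the data were examined; of the tests of explanations, those on FGF1 and FGFR2 against genes of similar expression were set before the data were examined, and the others after the result was seen. For groups outside the FGF pathway and apoptosis, which the paper studies, median log2 ratios of XY101 to vehicle outside the central 95% of matched random groups were 1.85 for xenobiotic receptor targets, 0.38 for heat shock genes, 0.27 for hypoxia and glycolysis, 0.26 for NRF2 targets, 0.17 for mitosis genes, -0.27 for cholesterol biosynthesis and uptake, -0.19 for fatty acid synthesis and -0.11 for NF-kB and inflammatory cytokines. FGF ligands (0.77 over 3 genes) and ERK-responsive genes (-0.10), whose pathway the paper studies, also lay outside. The FGF ligand median is the ratio of FGF11, which is generally classed as intracellular and not as a receptor ligand. The paper also reports lower Ki-67 staining, but as protein in xenograft tumors, which is not comparable with RNA of mitosis genes in cultured cells at 48 h. Its lower viability, cell number and colony formation of HUCCT-1 cells in culture were measured after longer treatment than 48 h. With 28 groups of unrelated genes, 1.4 would fall outside by chance. These groups hold genes under shared control, which can drift together between cultures, so 1.4 is not the number to expect for them.

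Targets of the aryl hydrocarbon receptor made up most of the xenobiotic group at a mean FPKM of at least 1. A difference in scaling is argued against by the group's median of 1.76 after centring on the median gene. Spread between single libraries and a difference in handling between single cultures cannot be told apart from XY101, because there is 1 library per condition. The group's percentile of 100.0 among matched random groups is what flagged it and does not measure how far genes under shared control drift together between cultures. An effect of XY101 stays open and untested.

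FGFR2 was lower with XY101 by an amount that other genes of similar FPKM also showed, at the 11.8 percentile of the 500 nearest genes, so spread at this expression level is consistent with it. For FGF1 the percentile was 5.3 and decides nothing, because a value listed at 0 is already the lowest ratio that its mean FPKM allows; such spread stays open for FGF1. Counting error stays open for both, because the upper bound of the counting interval, 0.56 for FGF1 and 0.09 for FGFR2 at the median coding transcript, moved to -0.57 and -0.04 with the longest one. An effect of XY101 on either gene is not excluded by these values. The paper's qRT-PCR, a separate assay, shows both lower with XY101, and its immunoblots show less of both proteins. The only reference primers the paper lists for qRT-PCR are for β-actin. Its gene, ACTB, had a log2 ratio of -0.43 here, against -0.31 for FGFR2. FPKM and a value relative to β-actin are therefore unlike measures.

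H2AC18 was 1.65 FPKM with vehicle and 96.3 FPKM with XY101, while H2AC19 was 39.98 FPKM and then listed at 0. H4C12 was 0.02 and 25.86 FPKM, while H4C11 was 25.03 and 6.48 FPKM. Reads shared between near-identical copies could account for these opposite differences: 100.0% of the 100-base windows of the H2AC19 transcript and 100.0% of those of H4C11 lie at more than 1 place in GRCh37. Summed over each pair, the log2 ratio was 1.21 for H2AC18 with H2AC19 and 0.37 for H4C11 with H4C12. Windows of H2AC19 lie at up to 3 places, so the first sum may leave out a copy that shares these reads, and whether a difference remains beyond the shared reads is left open.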

How the results depend on the processing

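Alternatives that leave out both the filter and the pseudocount of 0.1 FPKM together, use 0.001 FPKM, or drop 4 histone genes were chosen after seeing the data. The numbers of higher and lower genes, 127 and 76, were 69 and 41 with a pseudocount of 1 FPKM, 409 and 268 without a filter, 53 and 34 at a mean FPKM of at least 5, 534 and 253 at 1.5-fold, and 1207 and 939 without a filter at either 0.01 or 0.001 FPKM. They stayed within 1.5 times with a pseudocount of 0.01, centring, equal sums or without the histone genes. Simulated libraries that differed by counting error alone gave a median of 34 higher and 31 lower genes under the main rule, and 751 and 794 without a filter at 0.01 FPKM. FGF1 was -0.14 at 1 FPKM, -3.46 at 0.01, -6.66 at 0.001 and -1.11 with equal sums. FGFR2 was -0.20 at 1 FPKM. FGFR2 was second lowest of 4 receptors at 0.1 and 1 FPKM, and level with FGFR1 at -0.33 with 0.01 FPKM. FGF1, with a mean of 0.05 FPKM, fell below the 0.1 FPKM set for ranking ligands and was ranked only among those above 0. Of 193 alternative group medians, 189 stayed inside or outside the central 95% as before. Centring shifts a group and its random groups alike, so it could not change a group's place, and equal sums could hardly do so. These alternatives are among the 193 and say nothing about robustness. FGF ligands no longer lay outside without a filter (0.38), nor mitosis genes against unmatched random groups (0.17). Epithelial-mesenchymal transition genes lay below without a filter (-0.13), as did ribosomal protein genes against unmatched groups (-0.05). The cause was not tested. TMM scaling of counts and a counting interval for every gene were not run, because the table holds no counts and the gene lengths behind the FPKM values are not in it. No paired analysis was possible because there is 1 library per condition and no test.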

Differences from the paper's values

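The paper's number of upregulated genes is 1063 and of downregulated genes 823; here 127 genes were at least 2-fold higher and 76 at least 2-fold lower. The paper states no fold threshold or filter for its counts. None of the alternatives set before the data were examined came within 1.5 times of either; the nearest were 534 higher genes at 1.5-fold and 268 lower genes without a filter. Leaving out the filter with a pseudocount of 0.01 or 0.001 FPKM, chosen after seeing the values, gave 1207 higher and 939 lower genes, within 1.5 times of the paper's. Of these, 88.2% and 91.2% had a mean FPKM under 1, and 52.2% and 61.4% were listed at 0 in 1 library. The paper's list of genes was not used here, so how many of its genes this drops is not known.

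Fig. 4A, read by eye against its color bar, shows about 8.1 for FGF3, about 8.1 for FGF17 and about 6.6 for FGF18; here, with a pseudocount of 0.1 FPKM, the log2 ratios were 1.26, 1.14 and 0.38. All 3 genes are listed at 0 with vehicle, so their ratios are set by the pseudocount. No alternative set before the data were examined reached the values of the figure, and 0.001 FPKM, chosen after seeing the values, gave 7.14, 6.92 and 4.95. For FGFR3 the figure shows about 0.3 and the ratio here was 0.09, which no alternative set before the data were examined brought to the value of the figure; 0.001 FPKM, chosen after seeing the values, gave 0.22. FGFR3 was 0.06 and 0.07 FPKM, and rounding to 2 decimals alone allows log2 ratios from 0.0 to 0.45 without a pseudocount, so the figure's value lies within rounding. For FGF1 the figure shows about -1.2. FGF1 is listed at 0 with XY101, so its ratio here is set by the pseudocount and shows neither a match nor a difference. It was -0.14 with 1 FPKM, -1.0 with 0.1 FPKM and -6.66 with 0.001 FPKM. No single pseudocount tried brought both FGF1 and FGF3 to the values of the figure.

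The paper states that FGFR2 was lowered more than the other receptors. Here FGFR1 and FGFR2 were both 1.26-fold lower. Fig. 4A, read by eye, shows about -0.34 for FGFR1 and about -0.32 for FGFR2, so the values here differ from the paper's statement and not from its figure. The log2 ratios here of FGFR1 and FGFR2 were -0.33 and -0.31 with a pseudocount of 0.1 FPKM. Both were -0.33 with 0.01 FPKM or with 0.001 FPKM, the last chosen after seeing the values. FGFR4 was -0.09, and FGFR3 was not lowered, at 0.09. FGF20, which Fig. 4A does not show, was 0.07 FPKM with vehicle and, like FGF1, listed at 0 with XY101, so which of these ligands was lowered most is not settled by these values.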

Other observations

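Genes of epithelial-mesenchymal transition had a median log2 ratio of -0.07, with 9 of 14 below and 5 above 0. Of these, CCN1 and CCN2, which encode secreted matrix proteins often used as readouts of YAP, were 842.66 and 368.03 FPKM and 27.59 and 15.41 FPKM with vehicle and XY101. Receptor tyrosine kinases and ligands outside the FGF family had a median of 0.07, with 9 of 15 above and 6 below 0; of these, HBEGF, an EGF receptor ligand, was 2.5-fold lower, and the receptor tyrosine kinase AXL was 170.14 and 107.41 FPKM. Among biliary and epithelial markers, the mucin gene MUC1 was 3.14-fold higher and the biliary transcription factor gene SOX9 was 1.97-fold lower, with a median log2 ratio of 0.09 over 15 genes.

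Of genes the paper measures by other means, PARP1 was 77.69 and 72.60 FPKM and MAPK3 (ERK1) 36.13 and 30.95 FPKM. The paper measures PARP-1 cleavage and ERK activation as protein, which these RNA values do not cover. ACTB, for which the paper lists qRT-PCR primers beside those of FGF1 and FGFR2, was 7858.41 FPKM with vehicle and 5837.60 FPKM with XY101 (log2 ratio -0.43). GAPDH was 15551.07 and 15842.59 FPKM. Of other clock genes, NPAS2 was 7.65 and 5.67 FPKM and BHLHE41 13.35 and 19.87 FPKM, and the group's median was 0.15 over 12 genes.

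Of 10 hepatocyte markers with a value, SERPINA1 was 179.49 and 214.25 FPKM and the other 9 were under 0.5 FPKM in both libraries. Of 9 immune markers with a value, CD68 was 63.58 and 47.17 FPKM and CD14 2.21 and 3.96 FPKM, and the other 7 were under 0.5 FPKM in both libraries. Among fibroblast markers 4 reached a mean of 1 FPKM, the highest being COL1A1 at 7.01 and 9.82 FPKM.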
